# Early iron-deficiency-induced transcriptional changes in *Arabidopsis *roots as revealed by microarray analyses

**DOI:** 10.1186/1471-2164-10-147

**Published:** 2009-04-06

**Authors:** Thomas J Buckhout, Thomas JW Yang, Wolfgang Schmidt

## Abstract

**Background:**

Iron (Fe) is an essential nutrient in plants and animals, and Fe deficiency results in decreased vitality and performance. Due to limited bio-availability of Fe, plants have evolved sophisticated adaptive alterations in development, biochemistry and metabolism that are mainly regulated at the transcriptional level. We have investigated the early transcriptional response to Fe deficiency in roots of the model plant Arabidopsis, using a hydroponic system that permitted removal of Fe from the nutrient solution within seconds and transferring large numbers of plants with little or no mechanical damage to the root systems. We feel that this experimental approach offers significant advantages over previous and recent DNA microarray investigations of the Fe-deficiency response by increasing the resolution of the temporal response and by decreasing non-Fe deficiency-induced transcriptional changes, which are common in microarray analyses.

**Results:**

The expression of sixty genes were changed after 6 h of Fe deficiency and 65% of these were found to overlap with a group of seventy-nine genes that were altered after 24 h. A disproportionally high number of transcripts encoding ion transport proteins were found, which function to increase the Fe concentration and decrease the zinc (Zn) concentration in the cytosol. Analysis of global changes in gene expression revealed that changes in Fe availability were associated with the differential expression of genes that encode transporters with presumed function in uptake and distribution of transition metals other than Fe. It appeared that under conditions of Fe deficiency, the capacity for Zn uptake increased, most probably the result of low specificity of the Fe transporter IRT1 that was induced upon Fe deficiency. The transcriptional regulation of several Zn transports under Fe deficiency led presumably to the homeostatic regulation of the cytosolic concentration of Zn and of other transition metal ions such as Mn to avoid toxicity.

**Conclusion:**

The genomic information obtained from this study gives insights into the rapid transcriptional responses to Fe shortage in plants, and is important for understanding how changes in nutrient availability are translated into responses that help to avoid imbalances in ion distribution. We further identified rapidly induced or repressed genes with potential roles in perception and signaling during Fe deficiency which may aid in the elucidation of these processes.

## Background

Iron is essential for numerous biological oxidation-reduction reactions in plants and plays a central catalytic role in all primary metabolic processes, including chlorophyll biosynthesis, photosynthetic and respiratory electron transport, nitrogen assimilation, and a large number of other anabolic and catabolic reactions [1]. In an oxidizing environment, the concentration of soluble Fe^3+ ^is low and the Fe that is present is available to the cell typically in the form of ferric chelates. The mechanism for Fe uptake in *Arabidopsis *and all other dicotyledonous and non-grass monocotyledonous plants involves the reduction of Fe^3+^, release of Fe^2+ ^from a chelate, and uptake of the liberated Fe^2+ ^by the cell (strategy I; [2,3]). In *Arabidopsis*, the plasma membrane-bound Fe^3+^-chelate reductase FRO2 catalyzes the reduction of Fe^3+ ^at the cell surface [4]. Homologues of *FRO2 *have been found in other strategy I plants such as pea [5], tomato [6], and cucumber [7]. The Fe^2+ ^is then taken up by an Fe-deficiency-regulated transporter of the ZIP family, IRT1 [8,9]. In addition to transcriptional regulation, IRT1 and FRO2 are subject to posttranslational regulation, indicating the importance of an exact and rapid response by adjusting the amount of protein appropriate to the Fe demand in order to avoid the accumulation of surplus amounts of Fe [10,11]. The coordinated functions of IRT1 and FRO2 are principally responsible for Fe uptake in *Arabidopsis *roots [4,12,13].

Research in the regulation of the Fe deficiency response in plants has generated intense interest. The first insights into the nature of this regulation were based on the early discovery of the *fer *mutant in tomato [14]. The *fer *mutant (t3238*fer*) was unable to initiate the typical responses to Fe deficiency, including enhanced extrusion of protons, proliferation of root hairs, and Fe^3+^-chelate reductase activity. Furthermore, relatively low Fe concentrations (e.g. 0.1 μM) in the growth media were lethal [15]. The *FER *gene encodes a bHLH transcription factor that is expressed in roots and root tips but not in the leaves or upper hypocotyls [15]. The expression of *FER *was not greatly altered in tomato plants grown with 0.1 or 10 μM Fe. Thus in tomato, *FER *is expressed in a root-specific and largely Fe-independent manner.

In *Arabidopsis, FIT *(AtbHLH029) was discovered as a *FER *homolog responsible for regulating the Fe deficiency response [16-19]. The genes *FRO2 *and *IRT1 *were found to be regulated by FIT, which also controls the expression of a total of 72 genes with known or putative functions in Fe homeostasis [16]. The transcriptional factor FIT was itself regulated by Fe deficiency; however, constitutive expression of *FIT *under the control of a 35S promoter did not alter the expression patterns of *IRT1 *and *FRO2*, nor was the Fe content in the *FIT *over-expressing plants altered compared to controls [16]. It was concluded that FIT is necessary but not sufficient for regulation of the Fe deficiency response in *Arabidopsis*. Recently, it was demonstrated that FIT interacts with two bHLH transcription factors, AtbHLH038 and AtbHLH039 [20]. The over-expression of *FIT *with either AtbHLH038 or AtbHLH039 resulted in the constitutive expression of both *IRT1 *and *FRO2 *and the increased accumulation of Fe compared to controls. The function of AtbHLH038 and AtbHLH039 was shown by T-DNA insertion mutations to be redundant [21]. These results have led to the conclusion that an as yet unidentified *cis*-element is responsible for the Fe-deficiency-associated regulation of *IRT1 *and *FRO2 *among other genes.

As in *Arabidopsis*, the mechanism of perception of Fe deficiency in grasses is still unknown. The c*is*-acting elements IDE1 and IDE2, which are presumably responsible for Fe-deficiency-inducible expression, have been identified in the promoter region of the barley IDS2 gene [22]. A constitutively expressed transcription factor, IDEF1 belonging to the ABI3/VP1 family, has been shown to specifically bind to IDE1, and over-expression of *IDEF1 *led to the induction of the bHLH transcription factor OsIRO2 [23]. *OsIRO2 *expression was also induced by Fe deficiency, and OsIRO2 itself has been shown to bind to the *cis*-element 5'-CACGTGG-3' [24]. This *cis*-element was found in the promoters of a number of genes involved in Fe uptake in grasses. In particular, OsIRO2 was shown to be required for the transcriptional regulation of the genes involved in phytosiderophore synthesis and two transcription factor genes, OsNAC4 and a gene encoding an AP2 domain-binding protein. These later two transcription factors appeared to be regulated directly by OsIRO2 [25].

Recently, a transcription factor belonging to the NAC family, IDEF2, was found to bind specifically to the IDE2 element [26]. NAC transcription factors are a plant-specific family, which have been implicated in developmental responses to biotic and abiotic stress [27]. IDEF2 transcripts were constitutively expressed in shoots and roots and were not greatly altered under Fe deficiency. Reduction of IDEF2 transcript abundance by RNAi under conditions of Fe deficiency resulted in a considerable reduction in transcript abundance of the Fe-phytosiderophore transporter OsYSL2. At present, it appears that in grasses, the Fe-deficiency signal is mediated by at least two constitutively expressed transcription factors that under conditions of Fe deficiency, initiate a transcriptional cascade of events that lead to the adaptive responses to Fe deficiency.

There are similarities in the response pathway to Fe deficiency in *Arabidopsis *and rice (e.g. IDE1-like sequences and involvement of bHLH transcription factors), and based on our current knowledge, it is reasonable to expect a higher complexity in the response chain in *Arabidopsis*. The elucidation of regulatory components is rendered more difficult by the lack of knowledge on the temporal pattern of their expression. We present here a detailed time-course analysis of the short-term transcriptional changes induced by Fe deficiency by using DNA microarrays. We demonstrate that the majority of transcriptional changes were established within the first six hours after subjecting the plants to Fe deficiency. The transcriptional changes include most of the previously reported transcriptional changes in response to Fe deficiency but also novel transcripts that are likely to be important in transduction of the Fe deficiency response in *Arabidopsis*.

## Results

The characterization of rapid responses to Fe deficiency at the transcriptome level requires a growth system that permits rapid removal of Fe from the media. Recently, various groups have published DNA microarray experiments using plants grown on agarose plates. Initiation of Fe deficiency was accomplished by transferring to Fe-deficient media, often in the presence of a Fe^2+ ^chelator. Although widely used, the inherent drawbacks of the agar plate system include, inducing physical injuries to the plants during transferring, the roots carry-over of residual amounts of Fe-containing agarose, thus making the time-point of Fe deficiency difficult to determine, and lastly, the use of chelators that may affect the partitioning of metals across the plasma membrane independent of Fe deficiency. In the present study, we have used a well-characterized hydroponic system to analyze the Fe-deficiency response [28]. The system allowed the bulk transfer of a large number of plants with intact roots into Fe-sufficient or Fe-deficient media within seconds and with minimal mechanical damage. Our approach allows for a time-dependent monitoring of Fe deficiency-induced transcriptional changes with a clear-cut onset of the exposure to Fe-free media. We have used this system to generate materials used in the present study.

### Time-course of Fe deficiency-induced alterations in transcript abundance

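Roots of Landsberg erecta plants grown for 30 days in hydroponic culture were compared between medium with 40 uM Fe and medium without Fe. The transfer was made 1 h into a light period of 10 h, the roots of both media were washed with 0.1 mM EDTA, and each harvest pooled the roots of about 20 plants. Total root RNA was hybridised to the ATH1 array, on which sets of short oligonucleotides report the transcript abundance of single genes such as IRT1, FRO3 and the ferritin genes. There were 3 replicate arrays for each medium at 0, 1 and 6 h and 2 for each medium at 24 h, which made 22 arrays in 8 groups; the harvest between 0 and 1 h was not analysed here. The authors deposited linear intensities. The trimmed mean of every array lay between 500.04 and 500.05, and the median intensity ranged from 181.1 to 210.3. After 64 control probe sets had been left out, log2 of the intensity plus 1 was compared for 22746 probe sets with limma, in one model of 8 groups with 14 residual degrees of freedom. A probe set was called where it met the criterion of the study, an unadjusted p under 0.05 and a change above 1.5-fold, and p-values adjusted over all probe sets by the Benjamini-Hochberg method are given beside these calls. Levels are mean intensity ± SD, and log2 changes are Fe-deficient over Fe-sufficient roots at the same hour. The comparisons and the gene lists were fixed before the data were examined, and so were the tests and the alternative processings apart from those named as chosen after results were seen. The p-values measure only the spread between these samples.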

To characterize the early response of transcript abundance to the removal of Fe from the growth media, differential gene expression was determined by DNA microarray analysis following 0, 0.5, 1, 6 and 24 h of Fe-deficient growth. For an initial characterization of the response to Fe deficiency, the genes were extracted from the data base that had a *p*-value of < 0.05 and a fold change of > 50%. These results are summarized in Venn diagrams for up- and down-regulated transcripts at very early (0 to 1 h) and early (1 to 24 h) time-points following removal of Fe (Figure 1). 

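ORG1 (At5g53450), whose product resembles serine/threonine protein kinases, had a transcript abundance of 391 ± 99.6 in Fe-sufficient and 1339.8 ± 174 in Fe-deficient roots at 6 h (SD, n = 3). Its log2 change was 1.80 (SE 0.24, adjusted p = 0.0266 from limma), and at 24 h it was 1.73 (SE 0.29, adjusted p = 0.472 from limma). ORG1 was the only probe set with an adjusted p under 0.05 in the F-test over the 4 times (adjusted p = 0.0341), against 423 at an unadjusted p under 0.05. The F-test count was 0 without any 1 of 17 of the 22 arrays and with either block, and the adjusted count at 6 h was 0 without any 1 of 4 of the 6 arrays of that time. No other named transcript had an adjusted p under 0.05 at 6 or 24 h, so that calls of single genes rest on the unadjusted criterion. By the criterion of the study, 320 probe sets were higher and 145 lower at 0 h, 265 and 160 at 1 h, 222 and 262 at 6 h, and 174 and 160 at 24 h. Adjusted p-values called 0, 1, 2 and 0 of these, respectively, where limma gave an unadjusted p under 0.05 to 637, 544, 620 and 357 probe sets and 1137 are the number that chance alone would give. With replicate number as a block, which follows the pairing of the arrays at 0, 1 and 6 h but not at 24 h, these were 876, 733, 838 and 452. Counts under the chance number mean that the p-values are too large, so a missed criterion is not evidence of no change. Quantile normalisation moved the split to 232 higher and 213 lower at 0 h, 236 and 216 at 1 h, and 296 and 228 at 6 h. Probe sets below the median intensity made up 94.8%, 93.6%, 87.4% and 85.6% of the calls in the same order of times. Above it, 15 calls were higher and 9 lower at 0 h, 11 and 16 at 1 h and 47 and 14 at 6 h. The count at 1 h was 802 without Fe-sufficient replicate 1 of that time, and the count at 24 h was 536 without Fe-deficient replicate 1 of that time.

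**Figure D1:**
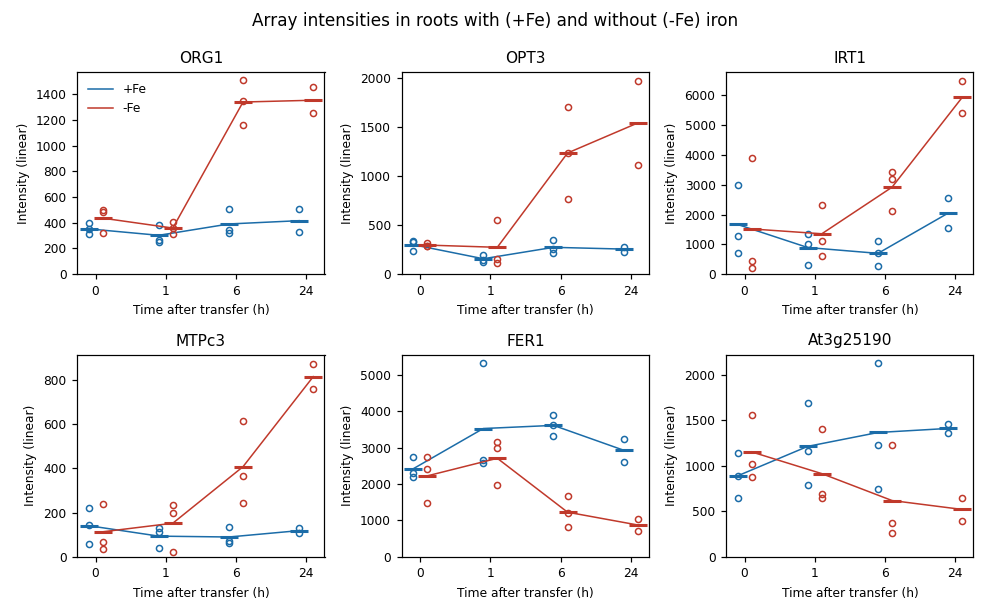
Mean intensity (linear scale) of ORG1, OPT3, IRT1, MTPc3, FER1 and At3g25190 in Fe-sufficient (blue) and Fe-deficient (red) roots at 0, 1, 6 and 24 h, with the times evenly spaced and not to scale. Circles are single arrays, bars are group means joined by lines, and the groups of ORG1 at 6 h lie around 391 and 1339.8.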

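At 0 h the most clearly altered named transcripts were dim. At1g30710, a gene of the berberine bridge enzyme-like family, had an abundance of 1.83 ± 0.777 in Fe-sufficient and 16.8 ± 11.0 in Fe-deficient roots (SD, n = 3), and At2g32630 had 49.1 ± 26.8 and 4.53 ± 1.15. Their log2 changes were 2.52 (SE 0.56) and -3.08 (SE 0.67). At 1 h the serine carboxypeptidase-like gene scpl38 (At2g05850) had 20.3 ± 9.51 in Fe-sufficient and 1.70 ± 1.00 in Fe-deficient roots (SD, n = 3). The log2 change was -2.93 (SE 0.39, adjusted p = 0.0306 from limma). At 0 h the 2 media had 2.13 and 2.03, so that the difference lay in a rise of the Fe-sufficient roots. With replicate number as a block, 0 probe sets had an adjusted p under 0.05 at 1 h. The MADS-box gene AGL26 (At5g26880) was 2.40 ± 2.55 in Fe-sufficient and 16.6 ± 3.95 in Fe-deficient roots at that time. The log2 changes of scpl38 were -0.70 at 6 h and 0.59 at 24 h, neither of which met the criterion. The interaction between 1 and 6 h was 2.23 for scpl38 (adjusted p = 1.00 from limma). Of the probe sets called at 0 h, 14 were called in the same direction at 1 h, 17 at 6 h and 22 at 24 h, where independent lists would share 4.75, 4.79 and 3.47. Those called in opposite directions numbered 16 between 0 and 1 h, 14 between 0 and 6 h and 11 between 1 and 6 h. The calls of 1 h shared 15 probe sets with 6 h (4.43 expected) and 16 with 24 h (3.15 expected). Because the replicates give the arrays a structure of their own, independent lists need not give the chance level. Splits of the arrays were not counted for these overlaps.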

With only one exception, changes in transcript abundance at 0, 0.5 and 1 h were limited to a single time point, and the differentially expressed genes that were detected immediately after transfer or after 0.5 or 1 h of Fe-deficient growth were not persistent over time. An examination of the over- or under-represented gene ontogeny categories (GO) showed no categories that were indicative of a response to Fe deficiency (Table 1). 

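Transcript abundance of the Fe transporter gene IRT1 (At4g19690) was 895 ± 521 in Fe-sufficient and 1356 ± 884 in Fe-deficient roots at 1 h (SD, n = 3), with a log2 change of 0.62 (SE 0.89). At the same time FIT (At2g28160), the basic helix-loop-helix regulator of Fe uptake, had 452 ± 52.7 and 533 ± 77.5, and the ferritin gene FER1 (At5g01600) had 3527 ± 1561 and 2708 ± 636. None of these 3 transcripts met the criterion at 1 h, with log2 changes of 0.23 (SE 0.29) for FIT and -0.33 (SE 0.32) for FER1. A member of a gene list was counted as measured only where a probe set could be named as that gene. Other members may lie among the 9270 probe sets that were not named. Of 13 measured probe sets of Fe acquisition, 0 met the criterion at 0 h and 1 was higher at 1 h, and 1 passed when adjusted over the list alone. Their median log2 change was -0.28 at 0 h (adjusted p = 0.104 from camera) and 0.36 at 1 h (adjusted p = 0.00944 from camera). Against 0 h their median at 1 h was -0.68 in Fe-sufficient and 0.22 in Fe-deficient roots. The shift at 1 h was lost with an adjusted p = 0.437 with an estimated correlation, and most of the 13 belong to the tables of the study, so that they are not independent evidence. The lists of Fe-deficiency regulators (adjusted p = 0.905 and 0.186 from camera) and of Fe storage (adjusted p = 0.951 and 0.580) were not shifted at 0 or 1 h.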

For these reasons, the genes showing differential expression at the 0, 0.5 and 1 h time points were considered to be Fe-unspecific responses.

**Table 1:** A summary of over-represented GO categories of genes responding to Fe deficiency^a^

Treatment (h, -Fe)	DEG	Gene Category	*p *value, corrected
0	22	none	
			
0.5	80	response to light stimulus	1.7e-02
		carbon utilization	3.6e-02
			
1	36	sugar binding	3.1e-02
			
6	60	transporter activity	7.1e-02
		iron ion binding	2.4e-04
		response to metal ion	1.3e-03
		cation transport	2.6e-02
			
24	79	iron ion binding	3.83e-03
		ion transporter activity	6.83e-03
		C-C lyase activity	3.43e-02

^a ^Transcript intensity was determined and differentially expressed genes (DEG) with an uncorrected *p *< 0.05 and a change in intensity between Fe-sufficient and Fe-deficient treatments of 50% were selected for each of the five time points analyzed. Biological processes and molecular functions were determined as being over-expressed when a corrected *p *< 0.05 was determined. The correction for false discovery rates was determined with Bingo software using the method of Benjamini and Hochberg [51].

**Figure 1:**
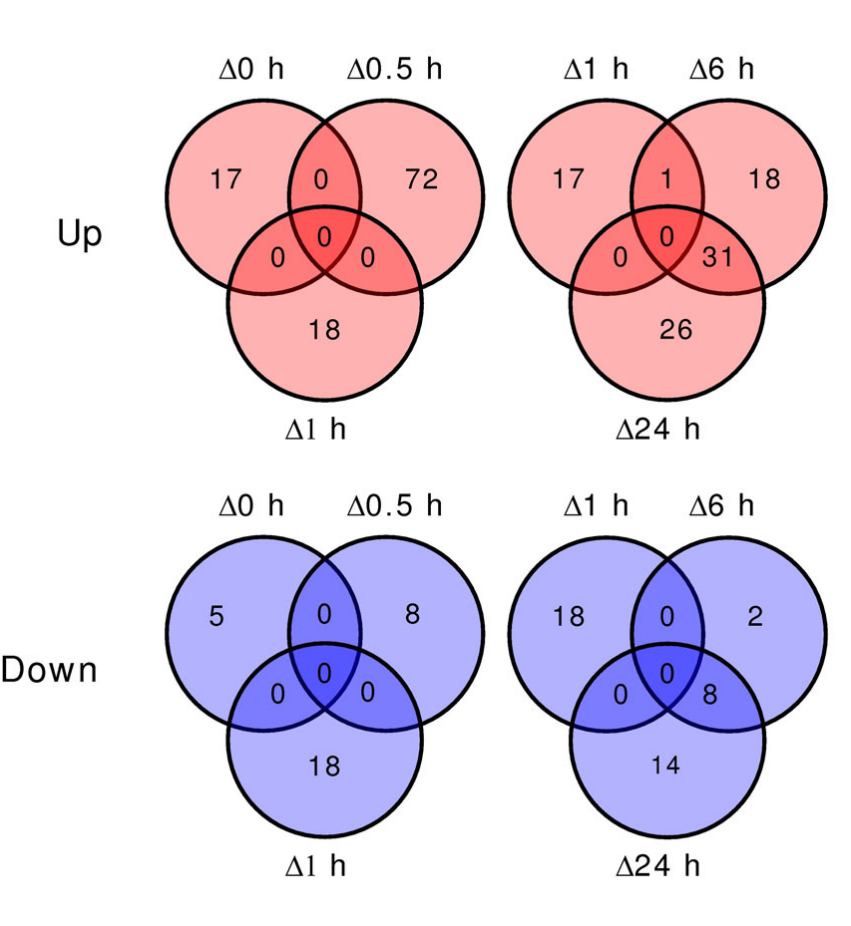
**Venn diagrams summarizing time- and Fe-dependent changes of transcript abundance in *Arabidopsis *roots**. The intersections of the circles for the individual time points represent the number of genes whose transcript abundance with respect to the control treatments was increased (red, "up") or decreased (blue, "down"). For time-dependent and Fe-dependent changes, gene transcripts were tallied whose *p*-score was < 0.05.

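At 24 h, At1g60610 rose from 414 ± 9.48 to 690 ± 42.0 and At1g02475 from 93.2 ± 7.99 to 172 ± 11.4 (SD, n = 2). BGLU42 (At5g36890), a root beta-glucosidase gene linked to the release of coumarins, was 662 ± 506 in Fe-sufficient and 1816 ± 1311 in Fe-deficient roots. The log2 changes were 0.73 (SE 0.19), 0.88 (SE 0.23) and 1.48 (SE 0.64). The largest changes were in dim transcripts, At5g27190 at 20.6 ± 7.07 in Fe-sufficient and 1.00 ± 0.990 in Fe-deficient roots and At2g11480 at 22.4 ± 1.34 and 1.35 ± 0.778. At 6 h At5g27190 was called in the opposite direction, as higher. In Fe-sufficient roots it was higher at 24 h than at 0 h by 2.90 in log2. In all, 334 of 22746 probe sets, or 1.47%, met the criterion at 24 h, against 2.04% at 0 h, 1.87% at 1 h and 2.13% at 6 h. Of the 334 calls, 48 lay above the median intensity, 35 of them higher and 13 lower. Without 1 array, the call of BGLU42 at 24 h (log2 changes 0.61 without Fe-sufficient replicate 1 and 0.67 without Fe-deficient replicate 1) ended. The shares of different times were not tested against each other.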

Based on the total number of genes analyzed, approximately 0.3% of the transcripts were changed in abundance after 24 h of Fe-deficient growth. Furthermore, approximately 50% of the transcripts that showed a significant change in abundance after 24 h were already differentially expressed by 6 h (Figure 1). 

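At5g05250, a gene of unknown function, had an abundance of 230.4 ± 36.7 in Fe-sufficient and 568 ± 120.3 in Fe-deficient roots at 6 h (SD, n = 3) and of 206 ± 31.0 and 654 ± 10.6 at 24 h (SD, n = 2). The log2 changes of 1.29 (SE 0.34) and 1.67 (SE 0.42) met the criterion at both times. At3g61410, annotated as a U-box protein of the kinase family, rose by 1.03 (SE 0.30) at 6 h and by 1.03 (SE 0.37) at 24 h in log2. At3g29650, a dim transcript, fell by 1.53 and 0.95. Of the probe sets called at 24 h, 30 of 174 were already higher at 6 h (17.2%) and 13 of 160 were already lower (8.13%), together 43 or 12.9%. Independent lists would share 1.70 and 1.84 probe sets, but the replicates give the arrays a structure of their own, and in 100 splits of the same arrays a median of 18 were shared. A further 15 probe sets were called at both times in opposite directions. The call of At3g61410 at 24 h (log2 changes 0.79 without Fe-sufficient replicate 2 and 0.90 without Fe-deficient replicate 2) ended on leaving out 1 array, as did that of At3g29650 at 24 h (log2 changes -0.62 without Fe-sufficient replicate 1 and -0.63 without Fe-deficient replicate 2). The shared total was 27 without Fe-sufficient replicate 2 of 24 h.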

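GRF11 (At1g34760), a 14-3-3 protein gene, had a transcript abundance of 133 ± 70.6 in Fe-sufficient and 325 ± 47.0 in Fe-deficient roots at 6 h (SD, n = 3) and of 189 ± 5.23 and 564 ± 51.0 at 24 h (SD, n = 2), log2 changes of 1.41 (SE 0.46) and 1.57 (SE 0.56). GRF11 belongs to a list of 19 genes of Fe acquisition, of which 13 were measured. Of these, 8 were higher at 6 h and 8 at 24 h, with median log2 changes of 1.67 and 1.57 (adjusted p = 4.9e-16 and 5.3e-21 from camera, and adjusted p = 0.0078 and 0.0039 with an estimated correlation). Adjusted over the list alone, 8 passed at 6 h and 0 at 24 h. Of 19 probe sets of 18 regulators and distribution genes, among them BTSL1, BTSL2 and ILR3, 11 were higher at 6 h and 12 at 24 h. Their medians were 0.78 and 1.08 (adjusted p = 7.3e-24 and 1.2e-31 from camera), and 10 and 11 passed when adjusted over the list alone. Among the named probe sets called higher at 6 h, Fe acquisition held 8 members where 0.150 were expected (Fisher's exact test, one-sided, adjusted p = 3.2e-12), and the regulators held 11 where 0.219 were expected (adjusted p = 5.9e-16). At 24 h the adjusted p was 1.2e-12 for Fe acquisition and 2.7e-18 for the regulators. Of the probe sets of the 2 lists, 11 of 13 and 14 of 19 belong to Tables 2 to 5, so that these counts are not independent evidence. With names from the array annotation alone, 2 of 4 Fe acquisition members were called at 6 h (adjusted p = 0.00429) and 3 of 4 at 24 h (adjusted p = 3.1e-05), but of these only BGLU42 at 24 h lies outside the tables, and of the 5 regulators outside them 0 were called at either time. The call of GRF11 at 24 h (log2 change 1.48 without Fe-deficient replicate 2) ended on leaving out 1 array.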

The GO categories that contained more than two members and that were over-represented at 6 and 24 h Fe deficiency were associated with cation transport processes and Fe homeostasis (Table 1). 

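RR23 (At5g62120), a response regulator gene, rose from 4.37 ± 2.15 to 26.6 ± 13.8 at 6 h (SD, n = 3), and its log2 change was 2.33 (SE 0.53) at 6 h and 0.92 (SE 0.64) at 24 h. UF3GT (At5g54060), a flavonoid glucosyltransferase gene, fell from 27.5 ± 5.09 to 5.07 ± 3.31. At 24 h it had a log2 change of -0.13 (SE 0.57). At4g14090, another glucosyltransferase gene of anthocyanin synthesis, changed by 1.91 (SE 0.41) at 24 h and by -0.04 (SE 0.33) at 6 h. The interaction between 6 and 24 h was -1.41 for RR23, 2.22 for UF3GT and 1.95 for At4g14090 (adjusted p = 1.00 for each from limma). By the criterion, 441 probe sets were called at 6 h but not in the same direction at 24 h, 192 higher and 249 lower, and 291 at 24 h but not in the same direction at 6 h, 144 higher and 147 lower. Without those called in the opposite direction at the other time, 426 and 276 were left. The interaction had an unadjusted p under 0.05 for 118 of the first and 122 of the second, and an adjusted p under 0.05 for 0 of all probe sets (345 at an unadjusted p under 0.05, limma). Of the list of nicotianamine synthesis and Fe chelate transport only OPT3 could be named on the array. Of the Cu list only COPT2 and the chaperone gene CCS could be named, too few for a test.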

The 40 gene transcripts that were unique to the 24 h time-point showed no over-representation in ontogeny categories; whereas the transcripts unique to 6 h showed over-represented gene ontogeny categories for Co/Zn detoxification, nicotianamine metabolism and Cu transport (data not shown). It was, however, clear that the early response to Fe deficiency was initiated between 1 and 6 h of growth under Fe-deficient conditions.

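Between 1 and 6 h the change of NRAMP4 (At5g67330), a vacuolar metal transporter gene, grew by 0.66 in log2 (adjusted interaction p of 1.00 from limma). The median difference of the Fe-deficiency regulators between 6 and 1 h was 0.67 (adjusted p = 2.7e-11 from camera, and adjusted p = 0.0185 with an estimated correlation). For Fe acquisition it was 0.73 (adjusted p = 7.4e-05, and adjusted p = 0.241 with an estimated correlation). For the storage genes FER1, FER3, FER4 and 4 vacuolar transporter-like genes it was -0.92 (adjusted p = 0.0014, and adjusted p = 0.113 with an estimated correlation). These 3 tests of lists were chosen after the values at each time had been seen. For single probe sets the interaction between 1 and 6 h had an adjusted p under 0.05 for 0 (525 at an unadjusted p under 0.05, limma). The paper states that the early response clearly began between 1 and 6 h.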

### Clustering of Fe-deficiency changes in gene expression

To further characterize the response to Fe deficiency in a time-course manner, all data for transcript abundance at 0, 1, 6 and 24 h Fe deficiency were subjected to a cluster analysis using k-means methods with the algorithm as described previously [29]. The cluster stability was determined using the "benhur" function found in the clusterStab package of the Bioconductor software . Apart from a two-cluster model that was not useful in analyzing the response to Fe deficiency, a six-cluster model generated the smallest number of clusters that gave the most stable results following multiple resorting. Therefore, the six-cluster model was used for further analysis. Clusters one and six showed transcripts with decreasing and increasing abundance during Fe-deficient growth, respectively (Figure 2). 

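Clustering of the log2 changes at 0, 1, 6 and 24 h by k-means with 6 centres and 50 starts gave a declining group of 1279 probe sets, numbered 1 here because its centroid was lowest at 24 h, and it held the ferritin genes FER1 and FER4. Its centroid ran 0.38, 0.00, -0.05 and -1.22 over the 4 times. The group with the highest centroid at 24 h, numbered 6, had 1294 members and ran 1.00, 0.47, -0.28 and 0.59, so that it was highest at 0 h. IRT1, OPT3 and ORG1 fell in cluster 5, with 1293 members and a centroid of 0.09, -0.16, 0.96 and 0.45. Most probe sets, 16056 or 70.6%, lay in cluster 3, whose members had small changes. The remaining clusters had 1396 and 1428 members. Of clusters 1, 5 and 6, 95.2%, 89.2% and 95.0% of the members lay below the median intensity, against 31.8% of cluster 3. The number of centres was the study's, and cluster stability was not tested.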

The significance of these trends was confirmed by a comparison of the transcript frequency in the top 200 statistically most altered transcripts with the frequency of transcripts in each cluster. 

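The 200 probe sets with the smallest p over the 4 times were headed by ORG1, and 31 of them belong to the tables of the study, such as MYB72, OPT3 and FER1; 163 lay below the median intensity. Cluster 5, the cluster of IRT1, held 50 of the 200, which is 4.40 times its share of all probe sets. Cluster 6 held 41 (3.60 times) and cluster 1, the cluster of FER1, held 37 (3.29 times). With 5 centres the cluster with the lowest centroid at 24 h was over-represented 1.81 times. When the 200 were ranked by p at 24 h alone it was 6.76 times. Without 1 array the value of cluster 1 ranged from 2.09 to 5.56 and that of cluster 6 from 1.90 to 5.27. The largest unadjusted p among the 200 was 0.0242. The clusters and the ranking both rest on the same 4 log2 changes. Clusters of large changes must therefore tend to hold more than their share of the 200, and cluster 3 less (0.120 times). These values are not independent evidence of the trends.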

The transcripts in cluster one and six were approximately 9- and greater than 60-fold overrepresented, respectively. Cluster four was slightly overrepresented in the top 200 transcripts, while the remaining clusters were slightly underrepresented. 

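Cluster 4 held MEE3 (At2g21650), a myb-like transcription factor gene, which fell from 59.9 ± 16.3 to 24.4 ± 17.8 at 6 h (SD, n = 3) and was 58.1 ± 33.2 in Fe-sufficient and 42.2 ± 7.50 in Fe-deficient roots at 24 h (SD, n = 2). Its log2 changes were -1.54 (SE 0.53) and -0.34 (SE 0.65), and the interaction between 6 and 24 h was not called (adjusted p = 1.00 from limma). The centroid of this cluster was lowest at 6 h (-0.06, -0.66, -0.83 and 0.16). Its number follows from the order of the centroids at 24 h. This cluster held 0 of the 11 probe sets of Table 5, which the paper assigns to its own cluster 4. It held 33 of the top 200 probe sets, 2.63 times its share. Cluster 2, with a centroid of -0.55, 0.89, -0.10 and -0.09, held 22 (1.79 times). Cluster 3, where BEN1 and other genes with small changes lay, held 17 (0.120 times). Leaving out 1 array ended the call of MEE3 at 6 h (log2 change -0.85 without Fe-deficient replicate 1).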

Clusters one and six clearly contained the majority of transcripts that were responding to Fe deficiency.

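All 24 probe sets of Table 3, among them IRT1, MYB72 and FRO3, and all 16 of Table 4, among them FIT and PYE, fell in cluster 5. Of Table 5, 7 of 11, such as the RING finger gene BTSL2, were in cluster 5 and 4 in cluster 3. Of Table 2, 11 of 16 were in cluster 1, 4 in cluster 3 and 1 in cluster 4. Cluster 6, the one with the highest centroid at 24 h, held 0 of the 67. With the probe sets below the median intensity left out, a choice made after the clusters had been seen, a cluster of 59 ran 0.12, 0.37, 0.97 and 1.16. It held all 14 of the Table 3 and all 11 of the Table 4 probe sets that remained and 1 of 8 of Table 5, and all 12 remaining of Table 2 were in cluster 1. With a floor of 32, also chosen after the clusters had been seen and dropping 0 of the 67, all 24, 16 and 11 of Tables 3 to 5 were in cluster 6 and 13 of 16 of Table 2 in cluster 1. The tables were selected on these arrays, so that their grouping is not independent evidence.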

**Figure 2:**
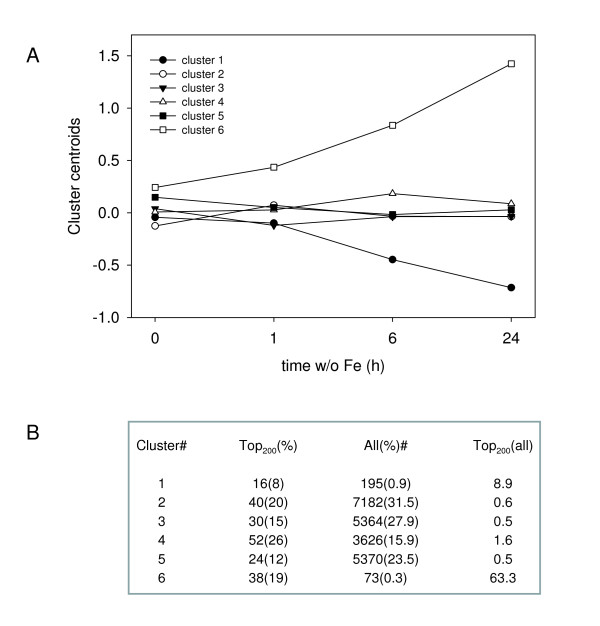
**The averaged response of clusters to Fe deficiency**. The entire array dataset was subjected to a k-means cluster analysis, and the centroids of these clusters were plotted with respect to time (A). The misrepresentation of significantly expressed gene transcripts is reported below the figure (B). For this analysis, the total frequency of genes found in a cluster was compared to the transcript frequency in the 200 statistically most significant signals.

The fine structure of clusters one and six was investigated using heatmap diagrams and hierarchical clustering methods using Euclidian distances (Figure 3). Only transcripts with a *p *< 0.05 were investigated. The transcript abundance in cluster one decreased during Fe-deficient growth. 

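At5g22270, a gene of unknown function, fell from 2252 ± 132 to 1196 ± 127 at 6 h (SD, n = 3) and from 1772 ± 337 to 994 ± 95.4 at 24 h (SD, n = 2). These were log2 changes of -0.92 (SE 0.21, adjusted p = 0.907 from limma) and -0.82 (SE 0.26). At2g36885, also of unknown function, had 316 ± 0.212 in Fe-sufficient and 204 ± 35.9 in Fe-deficient roots at 24 h, a log2 change of -0.64 (SE 0.26). The transmembrane protein gene At1g68650 had 713 ± 101 and 475 ± 55.9, and its log2 change of -0.58 (SE 0.20) was smaller than 1.5-fold. The call of At5g22270 at 24 h (log2 change -0.63 without Fe-sufficient replicate 2) was lost with 1 array fewer, as was that of At2g36885 at 24 h (log2 changes -0.64 without Fe-sufficient replicate 1, -0.64 without Fe-sufficient replicate 2 and -0.46 without Fe-deficient replicate 2).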

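At 1 h the 16 probe sets of Table 2 had a median log2 change of -0.17, and 0 of them met the criterion as lower. The vacuolar transporter-like gene VTL1 (At1g21140) was 1027 ± 543 in Fe-sufficient and 760.5 ± 598 in Fe-deficient roots (SD, n = 3), with a log2 change of -0.51 (SE 0.65), and FER4 (At2g40300) had a log2 change of 0.21 (SE 0.24). At 6 h the median was -0.60 and 8 met the criterion as lower, and at 24 h it was -0.94 and 10 did. The change between 6 and 24 h had an unadjusted interaction p under 0.05 for 1 probe set, that of GAPA, the gene of chloroplast glyceraldehyde-3-phosphate dehydrogenase subunit A. Adjusted over the table alone, 10 passed at 6 h and 12 at 24 h. The probe sets were selected on these arrays and are not independent evidence of a decrease. Of the 8 calls at 6 h, 3 were kept without any 1 of the arrays, and of the 10 at 24 h also 3.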

The decrease was weakly apparent after 1 h Fe-deficient growth and clearly evident at 6 and 24 h. The kinetic behavior of individual transcripts was similar, with a small group of three transcripts showing a more pronounced response (Figure 3, cluster one). Prominent among the down-regulated transcripts in this group were the three ferritin genes, bacterial-type hemoglobin (GLB3) and the ZIP3 transporter. These genes have functions in Fe storage, binding and transport (Table 2). 

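Transcript abundance of the ferritin gene FER1 (At5g01600) fell from 2929 ± 445 in Fe-sufficient to 872 ± 239 in Fe-deficient roots at 24 h (SD, n = 2), a log2 change of -1.77 (SE 0.39, adjusted p = 1.00 from limma). FER3 (At3g56090) fell from 1172 ± 179 to 676 ± 87.5 (log2 change -0.79, SE 0.25) and FER4 (At2g40300) from 329.9 ± 137 to 152 ± 9.55 (log2 change -1.05, SE 0.30). The ferritins store Fe inside plastids and mitochondria. ZIP3 (At2g32270), a Zn transporter gene, fell from 9221 ± 1729 to 3373 ± 1016 (log2 change -1.47, SE 0.37). GLB3 (At4g32690) had 711 ± 75.6 and 490.4 ± 46.6, and its log2 change of -0.53 (SE 0.21) was below 1.5-fold. The calls lost with 1 array fewer were FER3 at 24 h (log2 changes -0.63 without Fe-sufficient replicate 1 and -0.66 without Fe-deficient replicate 1) and FER4 at 24 h (log2 change -0.62 without Fe-sufficient replicate 1).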

The biological processes of Fe transport and stimulus and the molecular functions of Fe binding and Cu and Zn transport were significantly over-represented in the genes showing a decrease in abundance (Figure 4). 

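Of the transcripts of green tissue, that of Rubisco activase, RCA (At2g39730), had an abundance of 87.8 ± 46.1 in Fe-sufficient and 72.5 ± 15.3 in Fe-deficient roots at 24 h (SD, n = 2), a log2 change of -0.19 (SE 0.42). The antenna protein gene LHCB4.1 (At5g01530) had 127 ± 39.3 and 169.6 ± 44.9, a log2 change of 0.43 (SE 0.69). SBPASE (At3g55800), the gene of a phosphatase of the reductive pentose cycle, had 16.6 ± 16.9 and 12.1 ± 11.0. Neither RCA, LHCB4.1 nor SBPASE met the criterion. Of a list of 35 photosynthesis genes 7 were measured, and 2 of these, GAPA and PSBW, were lower at 24 h and 0 higher. Their median log2 change at 24 h was -1.20 (adjusted p = 1.5e-05 from camera, and adjusted p = 0.0039 with an estimated correlation), and 2 passed when adjusted over the list alone. At 1 and 6 h the list was not shifted (adjusted p = 0.406 and 0.396). The study had named 3 of the 7, which are not independent evidence. Plastid targeting as such was not tested.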

Interestingly, an over-representation in transcripts that encode proteins presumably localized in plastids was observed. 

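GAPA (At3g26650), a chloroplast enzyme gene, was dim, with an abundance of 38.2 ± 6.63 in Fe-sufficient and 52.9 ± 8.49 in Fe-deficient roots at 0 h and 35.6 ± 8.91 and 57.1 ± 14.1 at 1 h (SD, n = 3). At 6 h it was 67.4 ± 27.6 and 52.0 ± 7.70, and at 24 h it fell from 61.9 ± 7.57 to 21.2 ± 6.72 (SD, n = 2). The log2 changes at 1, 6 and 24 h were 0.66 (SE 0.31), -0.28 (SE 0.31) and -1.53 (SE 0.38), so that GAPA met the criterion as higher at 1 h and as lower at 24 h. The interaction was -1.25 between 6 and 24 h (adjusted p = 1.00 from limma) and -0.94 between 1 and 6 h (adjusted p = 1.00), and each had an unadjusted p under 0.05. Without 1 array the change at 24 h lay between -1.84 and -1.21 and stayed called.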

Not surprisingly however, these transcripts included the ferritin genes but also components of the reductive pentose cycle.

**Table 2:** List and description of genes transcripts down-regulated by Fe deficiency^a^

Probe ID	ATG	Description	*p*-value
257823_at	At3g25190	Integral membrane protein; putative nodulin	0.047
251109_at	At5g01600	Ferritin 1 (ATFER1)	0.000
261448_at	At1g21140	Similar to a nodulin-like protein	0.034
257807_at	At3g26650	Glyceraldehyde 3-phosphate dehydrogenase A subunit (GapA), chloroplast	0.012
267526_at	At2g30570	Photosystem II reaction center 6.1KD protein, (PsbW) protein-related	0.041
261691_at	At1g50060	Pathogenesis-related protein containing a SCP-like extracellular domain	0.038
263345_s_at	At2g05070	Putative chlorophyll a/b binding protein; LHCII type II	0.038
251438_s_at	At3g59930	Defensin-like (DEFL) protein	0.001
263831_at	At2g40300	Ferritin 4 (ATFER4)	0.001
266336_at	At2g32270	A member of Zrt- and Irt-related protein (ZIP) family(ZIP3)	0.002
249941_at	At5g22270	Expressed protein with unknown function	0.023
251735_at	At3g56090	Ferritin 3 (ATFER3)	0.007
253393_at	At4g32690	Expressed protein, 2-on-2 hemoglobin (GLB3)	0.034
262277_at	At1g68650	Expressed transmembrane protein of unknown function	0.002
263549_at	At2g21650	MEE3 (maternal effect embryo arrest 3); myb-like transcription factor	0.001
263840_at	At2g36885	Expressed protein with unknown function	0.001

^a ^Listed are the genes in cluster 1 that showed a significantly (p < 0.05) decreased transcript abundance in response to Fe deficiency. The appearance in the list (top to bottom) corresponds to the order shown in Figure 3. Gene annotation is based on the 8.0 release of the *Arabidopsis *genome.

**Figure 3:**
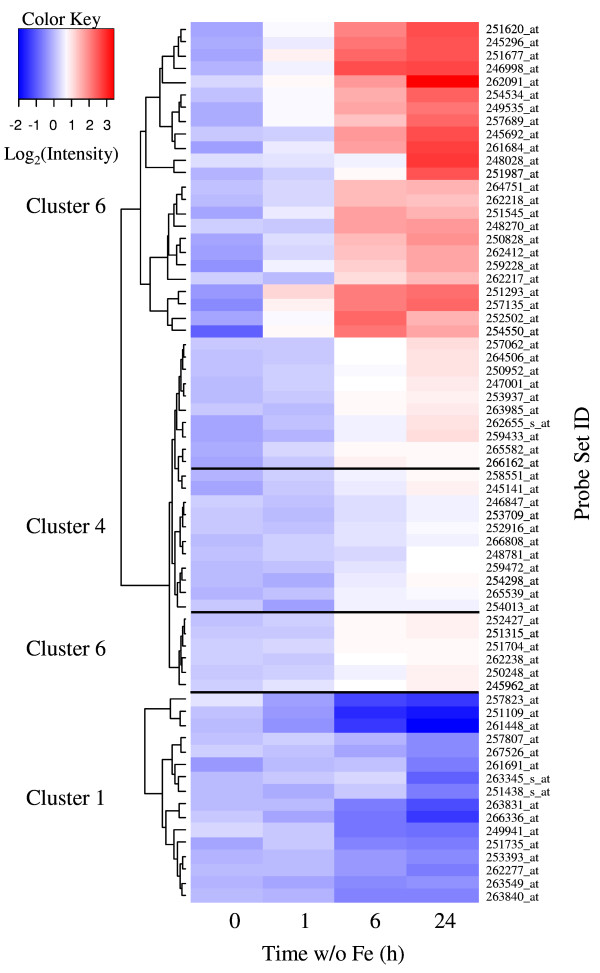
**Heatmap analysis of changes in transcript abundance in Arabidopsis roots grown under Fe deficiency**. The fine structure of clusters one and six were investigated. Changes in response to Fe deficiency with a p-value of < 0.05 were selected for analysis. In a detailed analysis, several transcripts that were grouped into cluster 4 by an analysis of all transcripts showed an overlap with cluster six. The overlapping members of cluster 4 are also shown in the figure.

**Figure 4:**
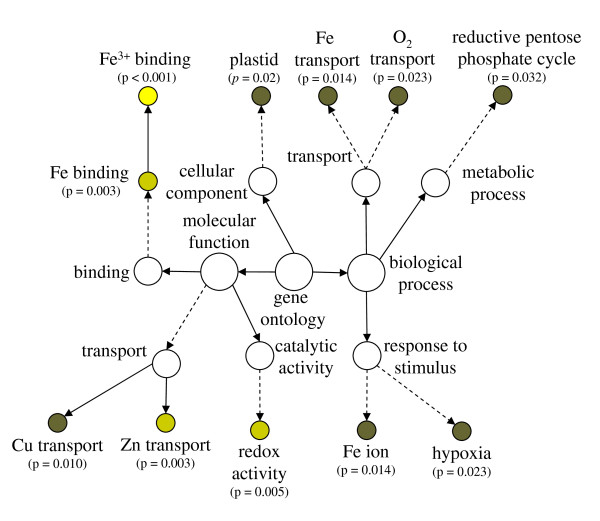
**Over representation of gene ontogeny categories (GO) in genes showing decreased abundance under Fe deficiency**. The genes, taken from Table 2, were analyzed using BinGO [50] and corrected for false discovery rate using the method of Benjamini and Hochberg [51]. Dotted lines indicate intermediate categories that are not shown.

The genes found in cluster six, which contained transcripts that responded with increasing abundance following removal of Fe, could be divided into two subgroups by hierarchical clustering of approximately equal size. The first of these responded to Fe deficiency rapidly and with high increases in abundance already after 6 h of Fe deficiency (Figure 3). 

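At5g67370, the gene of the plastid protein CGLD27, rose from 78.8 ± 22.7 to 407 ± 166 at 6 h (SD, n = 3), a log2 change of 2.29 (SE 0.99). At5g55620, of unknown function, had 46.8 ± 56.7 and 109 ± 68.0 (log2 change 1.88, SE 0.75). BTSL1 (At1g74770), a RING finger protein gene, rose from 961 ± 156 to 2568 ± 329.6 (log2 change 1.42, SE 0.43). Of the 24 probe sets of Table 3, which stand for 23 genes, 20 were higher at 6 h by the criterion and 18 at 24 h. The median fold was 3.35 at 6 h and 4.07 at 24 h. Adjusted over the table alone, 20 passed at 6 h and 15 at 24 h. The table was chosen on these arrays and is not independent evidence. With 1 array fewer the calls were lost of CGLD27 at 6 h (log2 change 2.06 to 2.34 without Fe-sufficient replicate 1, Fe-sufficient replicate 3, Fe-deficient replicate 2 or Fe-deficient replicate 3) and of At5g55620 at 6 h (log2 changes 1.79 without Fe-sufficient replicate 2, 0.93 without Fe-sufficient replicate 3 and 1.41 without Fe-deficient replicate 3).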

A tendency for increased abundance was apparent after 1 h; although, this increase was not significant in all cases. Both of these groups contained a number of transcripts that were known to respond to Fe deficiency, including *IRT1*, *IRT2*, *FRO3 *and some bHLH transcription factors (Table 3). 

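MYB72 (At1g56160), a transcription factor gene of Fe-deficient roots, had an abundance of 15.1 ± 18.0 in Fe-sufficient and 82.6 ± 52.1 in Fe-deficient roots at 1 h (SD, n = 3). Its log2 change of 2.76 (SE 0.80) was the only one of Table 3 to meet the criterion at 1 h. At 0 h the change of MYB72 was -0.10, and in Fe-sufficient roots MYB72 changed by -2.66 in log2 from 0 to 1 h. The difference at 1 h therefore lay mainly in a fall of the Fe-sufficient roots. IRT2 (At4g19680), an Fe transporter gene, had 40.8 ± 34.3 and 87.0 ± 36.0 at 1 h (log2 change 1.65, SE 1.01), and the copper transporter gene COPT2 (At3g46900) had 128 ± 38.9 and 238 ± 47.0 (log2 change 0.90, SE 0.66). In Fe-sufficient roots IRT2 and COPT2 also changed by -1.18 and -0.75 from 0 to 1 h. Of the 24 probe sets, 22 had a higher mean under Fe deficiency at 1 h, and the median log2 change was 0.64. At 6 h the change of MYB72 was 1.67 (SE 0.80) and did not meet the criterion, but did with replicate number as a block and with several other settings. The interaction of MYB72 between 1 and 6 h was -1.08 (adjusted p = 1.00 from limma).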

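IRT1 (At4g19690), the main Fe2+ transporter gene of roots, rose from 699 ± 422 to 2920.3 ± 706 at 6 h (SD, n = 3), a log2 change of 2.25 (SE 0.89), and its log2 change at 24 h was 1.57 (SE 1.09). IRT2 (At4g19680) had 40.9 ± 6.12 and 179 ± 98.2 at 6 h (log2 change 1.92, SE 1.01). bHLH039 (At3g56980), a partner of FIT, rose from 511 ± 136 to 2522 ± 288 at 6 h, and bHLH101 (At5g04150) from 30.5 ± 29.5 to 104 ± 30.0, log2 changes of 2.33 (SE 0.68) and 2.38 (SE 0.81). IRT1 did not meet the criterion at 24 h, and its interaction between 6 and 24 h was -0.68 (adjusted p = 1.00 from limma). IRT2 did not meet it at 6 h but did under several settings, replicate number as a block among them. Leaving out 1 array ended the calls of IRT1 at 6 h (log2 changes 1.69 without Fe-sufficient replicate 2, 2.16 without Fe-deficient replicate 2 and 2.11 without Fe-deficient replicate 3) and of bHLH101 at 6 h (log2 change 1.31 without Fe-sufficient replicate 3).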

Genes encoding transport proteins and transcription factors were prominently represented in this group.

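MYB10 (At3g12820), a transcription factor gene that acts with MYB72, rose from 81.7 ± 56.8 to 194 ± 56.3 at 6 h (SD, n = 3) and from 111 ± 1.48 to 363 ± 160.2 at 24 h (SD, n = 2). The log2 changes were 1.42 (SE 0.57) and 1.63 (SE 0.70). At5g38820, of the amino acid transporter family, rose from 145 ± 80.2 to 413 ± 111 at 6 h and from 236 ± 47.7 to 894 ± 105 at 24 h. These were log2 changes of 1.60 (SE 0.58) and 1.93 (SE 0.71). The calls of MYB10 at 6 h (log2 change 0.98 to 1.34 without Fe-sufficient replicate 2, Fe-sufficient replicate 3 or Fe-deficient replicate 1), of MYB10 at 24 h (log2 changes 1.64 without Fe-sufficient replicate 1, 1.61 without Fe-sufficient replicate 2 and 1.16 without Fe-deficient replicate 1), of At5g38820 at 6 h (log2 change 1.32 without Fe-sufficient replicate 2) and of At5g38820 at 24 h (log2 changes 1.72 without Fe-sufficient replicate 2 and 1.81 without Fe-deficient replicate 1) depended on single arrays.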

**Table 3:** List and description of genes transcripts strongly up-regulated by Fe deficiency^a^

Probe ID	ATG	Description	*p*-value
251620_at	At3g58060	Cation efflux family protein (MTPc3)	0.001
245296_at	At4g16370	Oligopeptide transporter (OPT3)	0.000
251677_at	At3g56980	Basic helix-loop-helix transcription factor (BHLH039)	0.006
246998_at	At5g67370	Expressed protein with unknown function	0.005
262091_at	At1g56160	R2R3 transcription factor (MYB72)	0.001
254534_at	At4g19680	Fe^2+ ^transport protein (IRT2)	0.008
249535_at	At5g38820	Amino acid transporter family protein	0.026
257689_at	At3g12820	Myb family transcription factor (MYB10)	0.002
245692_at	At5g04150	Basic helix-loop-helix transcription factor (BHLH101)	0.000
261684_at	At1g47400	Expressed protein with unknown function	0.020
248028_at	At5g55620	Expressed protein with unknown function	0.000
251987_at	At3g53280	Cytochrome P450 monooxygenase (CYP71B5)	0.022
264751_at	At1g23020	Fe^3+^-chelate reductase (ATFRO3)	0.008
262218_at	At1g74770	Zinc finger (C3HC4-type RING finger) family protein	0.016
251545_at	At3g58810	Member of the zinc transporter (ZAT) family (ATMTPa2)	0.048
248270_at	At5g53450	ORG1 (OBP3-RESPONSIVE GENE 1), serine/threonine protein kinases	0.000
250828_at	At5g05250	Expressed protein with unknown function	0.000
262412_at	At1g34760	14-3-3 protein GF14 omicron	0.005
259228_at	At3g07720	Expressed protein with unknown function and containing a kelch repeat	0.044
262217_at	At1g74770	Expressed protein with unknown function and containing a Zn binding domain	0.005
251293_at	At3g61930	Expressed protein with unknown function	0.044
257135_at	At3g12900	2-OG-Fe^2+ ^oxygenase family protein	0.039
252502_at	At3g46900	Copper transport (COPT2)	0.012
254550_at	At4g19690	Fe^2+ ^transport protein (IRT1)	0.039

^a ^Listed are the genes that showed a significantly (p < 0.05) increased in transcript abundance in response to Fe deficiency and whose intensity was shown in Figure 3 (Cluster 6, upper part). The list was sorted (top to bottom) to corresponds to the order shown in Figure 3. Gene annotation is based on the TAIR 8.0 release of the *Arabidopsis *genome.

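At1g01570, a fringe-related gene, had an abundance of 86.2 ± 6.36 in Fe-sufficient and 115 ± 26.4 in Fe-deficient roots at 6 h (SD, n = 3) and of 89.2 ± 25.0 and 202 ± 65.8 at 24 h (SD, n = 2). Its log2 change was 0.38 (SE 0.30) at 6 h and 1.16 (SE 0.37) at 24 h, and the interaction was 0.78 (adjusted p = 1.00 from limma). At2g42750, similar to DnaJ heat shock proteins, rose from 121 ± 4.48 to 262 ± 47.1 at 6 h and from 215 ± 17.5 to 389 ± 19.0 at 24 h, log2 changes of 1.09 (SE 0.22) and 0.85 (SE 0.27). GLP5 (At1g09560), a germin-like protein gene, rose by 0.77 (SE 0.36) at 24 h. The 16 probe sets of Table 4 had median log2 changes of 0.19 at 1 h, 0.79 at 6 h and 0.92 at 24 h. The calls of At1g01570 at 24 h (log2 changes 0.88 without Fe-sufficient replicate 1 and 0.83 without Fe-deficient replicate 1) and of GLP5 at 24 h without any 1 of the 4 arrays (log2 change 0.70 to 0.85) depended on single arrays.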

The second subgroup in cluster six responded more slowly to Fe deficiency and showed a significant increase in transcript abundance at 24 h of Fe-deficient growth with only slight increases after 6 h. The increases after 6 h Fe-deficient growth were in most cases not significant (*p *> 0.05). 

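At3g56360, of unknown function, rose from 1622 ± 47.4 to 3172 ± 227 at 6 h (SD, n = 3), a log2 change of 0.97 (SE 0.23). At4g38950, a kinesin motor gene of Table 5, rose from 58.5 ± 18.0 to 106 ± 19.7 (log2 change 0.87, SE 0.28). At5g19700, a MATE efflux protein gene, had 44.3 ± 32.4 and 109 ± 35.3, and its log2 change of 1.62 (SE 1.00) did not meet the criterion. With replicate number as a block At5g19700 met it. Of Table 4, 11 of 16 probe sets met the criterion at 6 h and 13 at 24 h, and 5 had an unadjusted p of 0.05 or more at 6 h. Of the 11 of Table 5, 1 met it at 6 h and 6 at 24 h, and 7 had an unadjusted p of 0.05 or more at 6 h. The interaction between 6 and 24 h had an unadjusted p under 0.05 for 0 members of either table (adjusted over the table, also 0).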

The behavior of this subgroup to Fe deficiency was similar to approximately one-third of the transcripts grouped into cluster four (Figure 3). When all clusters with a significantly increased abundance under Fe deficiency were re-clustered, the group belonging to cluster four transcripts was associated with cluster six (Figure 3). The genes responding more slowly to Fe deficiency and belonging to cluster six are listed in Table 4 and those belonging to cluster four in Table 5.

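FIT (At2g28160), the regulator of root Fe uptake, rose from 499 ± 199 to 871 ± 152 at 6 h (SD, n = 3) and had a log2 change of 0.86 (SE 0.29) at 6 h and 0.86 (SE 0.35) at 24 h. PYE (At3g47640), a regulator of Fe distribution, rose from 211 ± 23.5 to 424 ± 85.2 at 24 h (SD, n = 2; log2 change 0.99, SE 0.25), and the soluble acyltransferase gene DGAT3 (At1g48300) from 1933 ± 154 to 3514 ± 534 (log2 change 0.86, SE 0.26). Of Table 5, the RING finger gene BTSL2 (At1g18910) rose from 707 ± 11.3 to 1219 ± 312 and PGR5-LIKE A (At4g22890), a thylakoid protein gene, from 249 ± 60.2 to 482 ± 103. The log2 changes of the latter pair were 0.76 (SE 0.24) and 0.95 (SE 0.24). The calls of FIT at 6 h (log2 change 0.65 without Fe-sufficient replicate 2), of FIT at 24 h (log2 changes 0.54 without Fe-sufficient replicate 1 and 0.36 without Fe-deficient replicate 1) and of BTSL2 at 24 h (log2 change 0.50 without Fe-deficient replicate 1) depended on single arrays. Table 5 had median log2 changes of 0.02 at 1 h, 0.46 at 6 h and 0.69 at 24 h.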

**Table 4:** List and description of genes transcripts weakly up-regulated by Fe deficiency^a^

Probe ID	ATG	Description	*p*-value
257062_at	At3g18290	Zinc finger protein, C3HC4 type (RING finger)	0.011
264506_at	At1g09560	Germin-like protein (GLP5)	0.027
250952_at	At5g03570	Ni/Fe transporter on the vacuole (ATIREG2)	0.049
247001_at	At5g67330	NRAMP metal ion transporter 4 (NRAMP4)	0.000
253937_at	At4g26890	Mitogen-activated protein kinase kinase kinase 16, MAPKKK16	0.002
263985_at	At2g42750	Similar to DNAJ heat shock protein	0.000
262655_s_at	At1g14190	Similar to glucose-methanol-choline (GMC) oxidoreductase family protein	0.005
259433_at	At1g01570	Similar to fringe-related protein	0.001
265582_at	At2g20030	Identical to putative RING-H2 finger protein ATL2D precursor	0.003
266162_at	At2g28160	Basic helix-loop-helix transcription factor (BHLH029)	0.005
252427_at	At3g47640	Basic helix-loop-helix transcription factor (BHLH047)	0.000
251315_at	At3g61410	Similar to protein kinase family protein, U-box domain-containing protein	0.033
251704_at	At3g56360	Expressed protein with unknown function	0.005
262238_at	At1g48300	Similar to soluble diacylglycerol acyltransferase	0.003
250248_at	At5g13740	ZIF1 (ZINC INDUCED FACILITATOR 1); carbohydrate transmembrane transporter	0.009
245962_at	At5g19700	MATE efflux protein-related	0.041

^a ^Listed are the genes that showed a significantly (p < 0.05) increased in transcript abundance in response to Fe deficiency and whose intensity was shown in Figure 3 (Cluster 6). The list was sorted (top to bottom) to corresponds to the order shown in Figure 3. Gene annotation is based on the TAIR 8.0 release of the *Arabidopsis *genome.

**Table 5:** List and description of genes transcripts weakly up-regulated by Fe deficiency^a^

Probe ID	ATG	Description	*p*-value
258551_at	At3g06890	Similar to oxidoreductase, transition metal ion binding	0.027
245141_at	At2g45400	Homologous to dihydroflavonol 4-reductase and anthocyanidin reductase (BEN1)	0.007
246847_at	At5g26820	Ferroportin-related; similar to iron-responsive transporter-related	0.006
253709_at	At4g29220	Similar to phosphofructokinase family protein	0.005
252916_at	At4g38950	Kinesin motor family protein	0.018
266808_at	At2g29995	Expressed protein with unknown function	0.003
248781_at	At5g47870	Expressed protein with unknown function	0.017
259472_at	At1g18910	Expressed protein with protein binding/zinc ion binding domains	0.040
254298_at	At4g22890	PGRL1A, a transmembrane protein present in thylakoids.	0.004
265539_at	At2g15830	Expressed protein with unknown function	0.028
254013_at	At4g26050	Leucine-rich repeat protein	0.023

^a ^Listed are the genes that showed a significantly (*p *< 0.05) increased in transcript abundance in response to Fe deficiency. The genes in this group clustered weakly into cluster six or overlapped with cluster four. The list was sorted (top to bottom) to corresponds to the order shown in Figure 3. Gene annotation is based on the TAIR 8.0 genome release.

Summarizing the general behavior of transcripts with increased abundance under Fe deficiency, GO categories related to the transport of Fe, Cu, oligopeptides and amino acids were strongly over-represented (Figure 5). Transcripts annotated to response to Zn and to detoxification of Zn and Co were predominant in this group. Furthermore, cellular components associated with the vacuole were over-represented, indicating the important role of the vacuole in the Fe-deficiency response.

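Of 19 genes of Zn transport, 6 were measured. ZIP9 (At4g33020) had an abundance of 254 ± 157 in Fe-sufficient and 173 ± 37.5 in Fe-deficient roots at 24 h (SD, n = 2) and ZIP6 (At2g30080) 329.5 ± 38.7 and 344 ± 109, log2 changes of -0.42 (SE 0.42) and 0.03 (SE 0.40) that did not meet the criterion. The cation efflux genes MTPa2 and MTPc3 were higher at 6 h and ZIP3 was lower. At 24 h 1 was higher and 1 lower. As a list the 6 were not shifted to one side (adjusted p = 0.127 at 6 h and 0.396 at 24 h from camera), and the adjusted p at 6 h was 0.0440 with replicate number as a block. Adjusted over the list alone, 3 passed at 6 h and 2 at 24 h. Among all calls of 6 h in either direction the 3 members were an over-representation (Fisher's exact test, one-sided, adjusted p = 0.00119), which was lost with names from the array annotation alone (1 of 3, adjusted p = 0.211). Of the 6, 4 belong to Tables 2 to 4, the 3 among them, and are not independent evidence. Co detoxification was not tested.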

**Figure 5:**
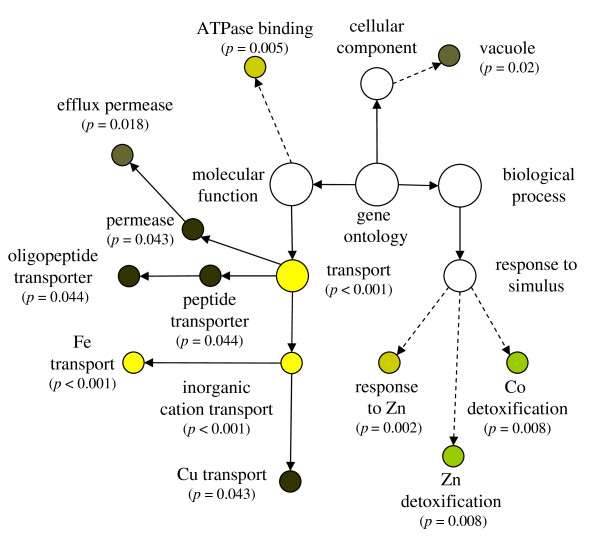
**Over representation of gene ontogeny categories (GO) in genes showing increased abundance under Fe deficiency**. The genes, taken from Table 3–4, were analyzed using BinGO [50] and corrected for false discovery rate using the method of Benjamini and Hochberg [51]. Dotted lines indicate intermediate categories that are not shown.

### Analysis of the differential response to Fe deficiency at the transcript level

The transcripts reported in Table 3 showed the greatest response to Fe deficiency based on fold-induction of any of the transcripts that were identified to be differentially regulated by Fe supply. 

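MYB72 (At1g56160) had the largest change at 24 h among the 51 probe sets of Tables 3 to 5, rising from 71.8 ± 5.02 to 642 ± 90.3 (SD, n = 2), a log2 change of 3.14 (SE 0.98). The basic helix-loop-helix gene bHLH101 (At5g04150) rose from 23.2 ± 0.212 to 195 ± 0.0707 (log2 change 3.02, SE 0.99) and CYP71B5 (At3g53280), a cytochrome P450 gene, from 92.9 ± 14.8 to 512 ± 83.8 (log2 change 2.45, SE 0.81). Of the 24 largest changes among the 51, 23 were of Table 3. The paper separated strongly (Table 3) from weakly raised transcripts (Tables 4 and 5) on these same arrays. This ranking of the 51 is therefore not independent evidence. Among all called probe sets above the median intensity the largest increases at 24 h were those of OPT3, IMA1, bHLH039 and S8H, all of Table 3. BGLU42, outside the tables, ranked among the 10 largest of them. The calls of MYB72, bHLH101 and CYP71B5 were kept without any 1 array. Below the median intensity larger changes were called, up to -3.49 for the dim At5g27190, which was called higher at 6 h.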

To confirm the response of a portion of these transcripts to Fe deficiency, the transcript abundance of nine randomly chosen genes from Table 3 was analyzed by semi-quantitative PCR following Fe-deficient growth for 24 h and following Fe re-supply. As a well documented Fe response gene, *FRO2 *was included in the analysis for reference. In agreement with the published data, *FRO2 *and *IRT1 *were strongly up-regulated at 24 h following the removal of Fe from the growth medium (Figure 6). With the re-supply of Fe, transcript abundance for these genes remained elevated over the subsequent 4 h compared to the Fe-sufficient controls. In two cases, At5g67370 and At4g16370, the response to Fe deficiency was generally weak and a clear response was not consistently observed. All other genes tested were strongly up-regulated under conditions of Fe deficiency, thus confirming the results of the microarray experiments. Following the re-supply of Fe, the transcript abundance of these individuals decreased rapidly after 1 h of re-supply, and in most cases no or only weak signals were observed after 4 h of Fe re-supply.

**Figure 6:**
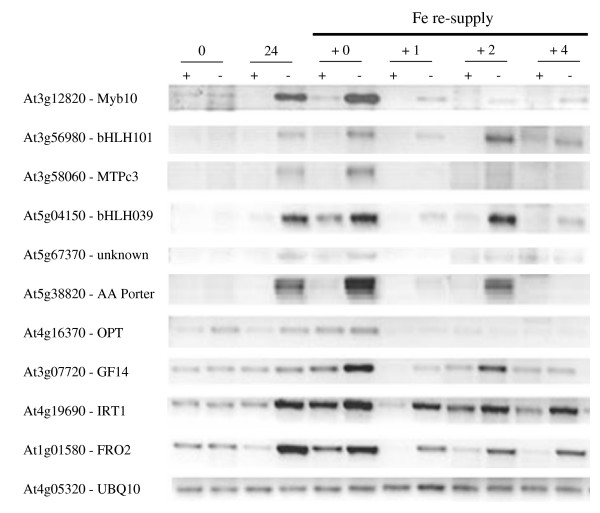
**Semi-quantitative RT-PCR analysis of geneexpression**. Plants were grown for 24 h with or without Fe and transferred to Fe-sufficient medium. Roots were harvested and analyzed by PCR as describe in the Materials and Methods. Nine genes were selected from Table 3 for analysis. RNA abundance in the different treatments was standardized using the ubiquitin 10 gene. The experiment was repeated once with similar results.

A quantitative validation of the microarray experiments was performed by real-time RT-PCR. The time-course of expression of six genes identified as being strongly induced by Fe deficiency (Table 3) was monitored over the experimental period (Figure 7). The changes in transcript abundance corresponded well with the Gene Chip signals, thus validating the data obtained from the microarray experiments.

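On the arrays IRT2 (At4g19680) had an abundance of 67.3 ± 33.3 in Fe-sufficient and 354 ± 107 in Fe-deficient roots at 24 h (SD, n = 2) and At1g47400, the gene of the short peptide IMA1, rose from 193 ± 15.5 to 1114 ± 1.13. At3g12900, which encodes scopoletin 8-hydroxylase (S8H), rose from 1149 ± 219 to 5594 ± 23.8. The log2 changes were 2.43 (SE 1.24), 2.53 (SE 0.85) and 2.30 (SE 1.08). At 6 h S8H rose from 575 ± 587 to 2080 ± 848 (SD, n = 3), and at 0 h IRT1 had 1669.9 ± 1193 and 1519 ± 2073. Of the 6 genes 3 were higher by the criterion at 6 h and 4 at 24 h (adjusted p = 1.0e-09 and 5.4e-13 from camera, and adjusted p = 0.0129 and 0.0056 with an estimated correlation). The genes were picked from Table 3, so that they are not independent evidence. IRT2 did not meet the criterion at 24 h, whereas it did with replicate number as a block and with some of the other settings. The calls of S8H at 6 h (log2 changes 1.62 without Fe-sufficient replicate 2 and 2.01 without Fe-deficient replicate 3) and of S8H at 24 h without any 1 of the 4 arrays (log2 change at most 2.49) depended on single arrays.

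**Figure D2:**
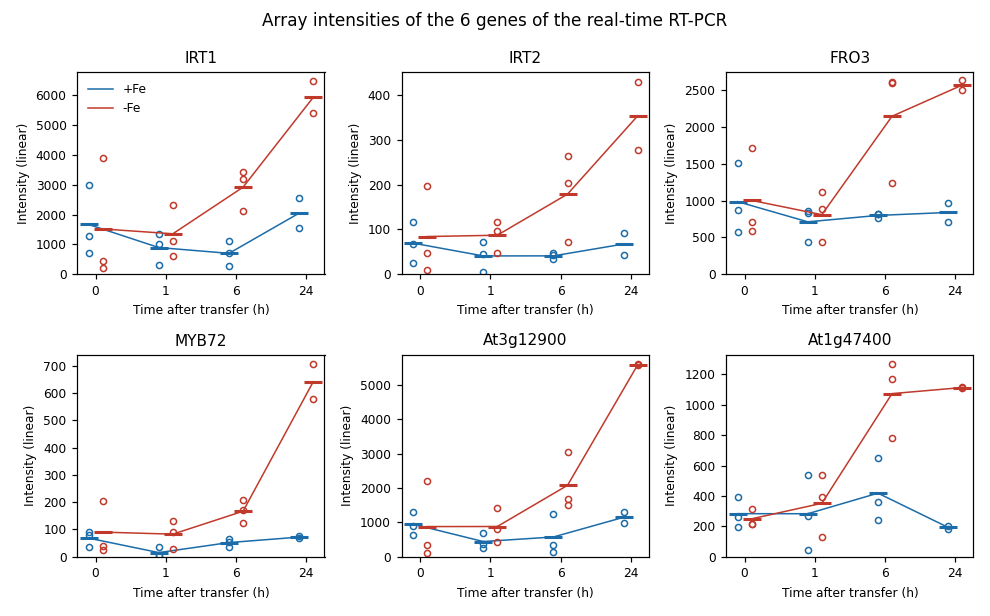
Mean array intensity (linear scale) of IRT1, IRT2, FRO3, MYB72, At3g12900 and At1g47400 in Fe-sufficient (blue) and Fe-deficient (red) roots at 0, 1, 6 and 24 h, with the times evenly spaced and not to scale. Circles are single arrays and bars are group means joined by lines; At3g12900 reaches 5594 in Fe-deficient roots at 24 h.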

**Figure 7:**
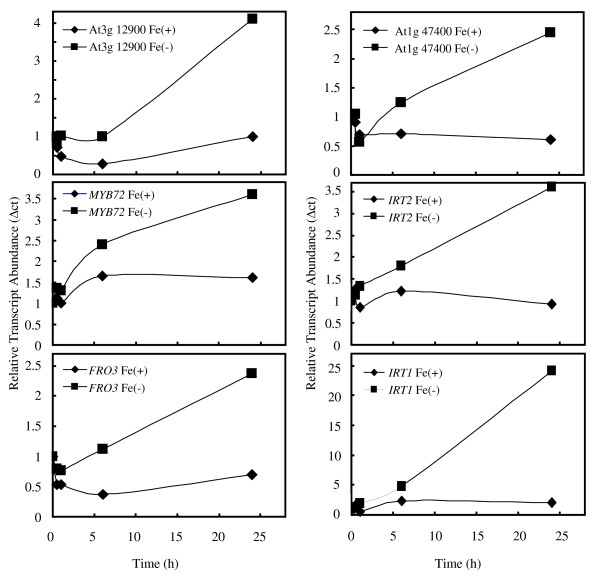
**Real-time RT-PCR analysis of gene expression**. Plants were transferred to either Fe-deficient or Fe-sufficient media and transcript abundance was monitored at times 0, 6 and 24 h following the transfer. Roots were harvested and analyzed by qRT-PCR as described in the Materials and Methods. Six genes were selected from Table 3 for analysis. RNA abundance in the different treatments was standardized using the α-tubulin (At5g19770) gene. The experiment was repeated twice with similar results.

## Discussion

### Transcript abundance changes rapidly in response to Fe deficiency

The general response of plants to Fe deficiency has been well documented, particularly with regards to *Arabidopsis *and rice [3]. It is still, however, largely unclear how the Fe status of the plant is perceived and which cellular components might be involved in signal perception. In many of the previous studies of gene expression during the response to Fe deficiency in *Arabidopsis*, plants were cultivated on agar plates and transferred to plates lacking Fe and often supplemented with a ferrous chelator to induce the response to Fe deficiency. In our opinion, the disadvantages to this approach are three fold. First, the agar plate method of induces more mechanical damage to the roots as a result of transfer, second, the inevitable contamination of a variable amount of Fe-containing agar that was carried over during transfer, and last, the harsh side effects of extraction with ferrous chelates. In order to overcome these adverse effects, we have carried out the experiments using a hydroponics system that has been employed previously [28]. This system allows simultaneous transfer of a large number of plants to Fe-free media with little mechanical damage to the root system. Our current analysis of global gene expression during the early phases of the Fe-deficiency response demonstrated that the changes in transcript abundance relevant to the adaptive Fe stress response are occurring at the 6 h time point and time points following (Table 1 and Figure 1). In preliminary analyses that formed the basis of the investigation presented here, we determined the transcript abundance of representative genes that are known to respond to Fe deficiency (e.g. *IRT1*, *FRO2 *and *FRO3*). The result of that study showed that although changes in transcript abundance of Fe responsive genes could be observed at time-point prior to 6 h, the response at and prior to 4 h was variable and the changes in transcript abundance that were observed did not persist (data not shown). Differential expression was observed immediately following transfer and after 0.5 and 1 h of growth in Fe-depleted hydroponic culture media. However, these changes were restricted to individual time-points and the change were not continuous between the early time-points. 

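At2g20030, a RING-H2 finger gene, rose from 97.1 ± 12.1 to 163 ± 18.9 at 6 h (SD, n = 3) and from 130.2 ± 16.9 to 224 ± 42.7 at 24 h (SD, n = 2), log2 changes of 0.74 (SE 0.25) and 0.77 (SE 0.31). Above the median intensity 17 probe sets were higher and 7 were lower at both 6 and 24 h, which are 48.6% and 53.8% of those called there at 24 h. The overlaps of independent lists would hold 0.145 and 0.0160. Of all 43 probe sets called alike at 6 and 24 h, 33 belong to Tables 2 to 5, such as FER1, OPT3 and NRAMP4. Among 16 ways of exchanging media between arrays of the same number at 6 h and 24 h, the true labels gave the most shared calls, and the next gave 33. At 24 h arrays of different numbers correlated (0.41), so the exchange there put correlated arrays into 1 group. These splits therefore do not keep the pairing at 24 h and do not exclude chance. Of 100 splits of the arrays, the true one included, 11 gave as many shared calls as the true labels. With 1 array fewer the call of At2g20030 at 24 h (log2 changes 0.64 without Fe-sufficient replicate 2 and 0.57 without Fe-deficient replicate 1) ended.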

In fact, a large overlap in significantly changed gene expression was only observed between 6 and 24 h Fe-deficient growth (Figure 1).

The results from our study correspond well with a previous microarray analysis on the *fit *mutant by Colangelo and Guerinot [16]. Of the 72 genes that were identified by the previous study as being responsive to Fe deficiency with increased transcript abundance, 22 were also found in the present study. These 22 genes were distributed between early and late responding transcripts.

### Rapid transcriptional changes are associated with Fe uptake and distribution

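At3g59930, a defensin-like gene of Table 2, had an abundance of 19255 ± 1564 in Fe-sufficient and 12962 ± 3117 in Fe-deficient roots at 24 h (SD, n = 2), a log2 change of -0.59 (SE 0.33) that did not meet the criterion. At1g50060, a pathogenesis-related protein gene, had 678 ± 37.9 and 435 ± 49.8 (log2 change -0.64, SE 0.30). Both met the criterion with replicate number as a block. The phosphofructokinase gene PFK1 (At4g29220) of Table 5 had 958 ± 22.8 and 1422 ± 101, a log2 change of 0.57 (SE 0.19) below 1.5-fold. By an adjusted p over all probe sets, only ORG1 of the 67 probe sets of the tables passed at 6 h and 0 at 24 h (limma; 37 of the 51 in Tables 3 to 5 met the criterion at 24 h). Adjusted over each table alone, Table 4 had 11 at 6 h and 12 at 24 h and Table 5 had 0 and 6. Without any 1 array, 8 of 20 calls at 6 h and 7 of 18 at 24 h were kept in Table 3, and 6 of 11 and 3 of 13 in Table 4.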

Considering the Fe deficiency-dependent and time-dependent changes in transcript abundance, we have identified 16 genes whose abundance was decreased and 51 whose abundance was increased over the 24 h period. The decreased abundance in transcripts encoding two nodulin-like proteins (At3g25190 and At1g21140) was of particular interest, because these proteins contain a domain belonging to the CCC1-like family. 

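At1g21140 (VTL1) fell from 539 ± 291 in Fe-sufficient to 146 ± 75.2 in Fe-deficient roots at 6 h (SD, n = 3) and from 739 ± 408 to 125 ± 1.13 at 24 h (SD, n = 2), log2 changes of -1.87 (SE 0.65) and -2.44 (SE 0.79). At3g25190 (VTL5) fell from 1365 ± 702 to 617 ± 532 at 6 h and from 1409.6 ± 68.0 to 519 ± 186 at 24 h, log2 changes of -1.35 (SE 0.52) and -1.49 (SE 0.64). The related gene VTL3 (At3g43630) had 31.0 ± 18.9 and 42.2 ± 21.6 at 24 h and did not meet the criterion. The VTL1 calls were lost in VTL1 at 6 h (log2 changes -1.47 without Fe-sufficient replicate 1 and -1.43 without Fe-deficient replicate 3) and VTL1 at 24 h (log2 change -1.85 without Fe-sufficient replicate 1). Those of VTL5 were lost in VTL5 at 6 h (log2 changes -0.97 without Fe-sufficient replicate 1, -0.89 without Fe-deficient replicate 2 and -1.15 without Fe-deficient replicate 3) and VTL5 at 24 h (log2 changes -1.44 without Fe-sufficient replicate 1, -1.54 without Fe-sufficient replicate 2 and -1.11 without Fe-deficient replicate 2).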

The family of proteins with this domain includes a yeast vacuolar transmembrane protein (CCC1) that has been shown to transport Fe and Mn from the cytosol into vacuole [30] and VIT1, a CCC1 homolog in *Arabidopsis *that has been shown to be an influx Fe transporter on the vacuolar membrane [31]. If the function of the two nodulin-like proteins were similar to VIT1, then the decreased abundance of these transcripts would be associated with a decreased capacity of the cell to store Fe in the vacuole. 

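At 6 h transcript abundance of FER1 (At5g01600) fell from 3614 ± 290.4 to 1225 ± 419, of FER3 (At3g56090) from 1287 ± 53.4 to 843 ± 252 and of FER4 (At2g40300) from 343 ± 24.6 to 210.2 ± 25.6 (SD, n = 3). The log2 changes were -1.61 (SE 0.32, adjusted p = 0.491 from limma), -0.65 (SE 0.21) and -0.71 (SE 0.24). VTL4 (At3g43660), a dim vacuolar transporter-like gene, was higher at 6 h, 15.6 ± 10.1 against 36.0 ± 10.7 (log2 change 1.36, SE 0.58). Of 10 Fe storage genes 7 were measured, and 5 were lower at 6 h and 5 at 24 h. The median log2 changes were -0.71 and -1.05 (adjusted p = 7.9e-07 and 5.0e-13 from camera, and adjusted p = 0.0078 and 0.0014 with an estimated correlation), and 6 and 5 passed when adjusted over the list alone. Among the named probe sets called lower the list was over-represented at 6 h (5 against 0.0940 expected, Fisher's exact test, one-sided, adjusted p = 4.6e-08) and at 24 h (adjusted p = 2.4e-09). With names from the array annotation alone 0 of 2 members were lower at either time, and the over-representation was lost. The study had named 5 of the 7, which are not independent evidence. The calls of FER3 at 6 h (log2 change -0.45 without Fe-deficient replicate 3) and of VTL4 at 6 h (log2 changes 0.73 without Fe-sufficient replicate 3, 1.22 without Fe-deficient replicate 1 and 1.24 without Fe-deficient replicate 3) depended on single arrays.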

The decreased abundance in the three transcripts encoding ferritins was also easily understood in the context of Fe mobilization in response to deficiency.

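PSBW (At2g30570), related to a small photosystem II protein, had an abundance that fell from 71.0 ± 2.12 to 25.6 ± 9.76 at 24 h (SD, n = 2). Its log2 changes were -0.31 (SE 0.42) and -1.49 (SE 0.51). LHCB2.2 (At2g05070), a light-harvesting protein gene, had 71.5 ± 16.7 and 17.0 ± 4.53 at 24 h, a log2 change of -2.01 (SE 1.45) that did not meet the criterion. The interaction of PSBW between 6 and 24 h was -1.18 (adjusted p = 1.00 from limma). The call was lost of PSBW at 24 h (log2 change -1.10 without Fe-deficient replicate 2), and without 1 array the change of LHCB2.2 at 24 h ranged from -2.27 to -1.75. Among the named probe sets called lower at 24 h, photosynthesis held 2 where 0.0509 were expected (Fisher's exact test, one-sided, adjusted p = 0.00421). With names from the array annotation alone it held 1 of 5 (adjusted p = 0.129), and the over-representation was lost.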

Somewhat puzzling was the presence of three transcripts encoding chloroplast proteins in the group of most significantly down-regulated transcripts (Table 2; At3g26650, At2g30570 and At2g05070). At3g26650 encodes one of the two subunits of the chloroplast glyceraldehyde-3-phosphate dehydrogenase (GAPDH). This gene has been shown to be coordinately expressed with the phosphoribulokinase gene (PRK) and CP12-2 genes; however, in our study the three CP12-2 and the PRK genes showed no significant changes in response to Fe deficiency (data not shown). 

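The transcript of PRK (At1g32060) was dim in these roots, with an abundance of 15.5 ± 9.84 in Fe-sufficient and 15.9 ± 5.30 in Fe-deficient roots at 1 h and 23.5 ± 14.5 and 26.3 ± 6.63 at 6 h (SD, n = 3). At 24 h it was 10.6 ± 9.33 and 4.15 ± 4.31 (SD, n = 2). The log2 changes were 0.22 (SE 0.65), 0.35 (SE 0.65) and -1.20 (SE 0.80), none of which met the criterion. No probe set was named as a CP12 gene here, so that those genes were not analysed here. In simulated data, which lacked the replicate structure of these arrays, 11 of 31 probe sets below the median intensity with a 2-fold change were called at 24 h.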

At2g30570 encodes a protein similar to subunit W of the photosystem II reaction center, and At2g05070 encodes Lhcb2.2, a member of the family of light-harvesting chlorophyll a/b-binding (LHC). How these transcripts might be involved in the root response to Fe deficiency is not known.

In contrast to the genes that displayed decreasing transcript abundance in response to Fe deficiency, gene which showed an increased in abundance formed a larger more heterogeneous group. They were subdivided further based on cluster analysis. One of these groups responded more rapidly the Fe deficiency (Table 3) than the other (Tables 4 and 5). 

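At3g61930, of unknown function and in Table 3, rose from 186 ± 117 to 734 ± 334 at 6 h (SD, n = 3), a log2 change of 2.04 (SE 0.82), and at 24 h the change was 2.12 (SE 1.01). CYP71B5 (At3g53280), also of Table 3, had 57.9 ± 14.7 and 145 ± 139 at 6 h (log2 change 0.83, SE 0.66) and an interaction of 1.62 between 6 and 24 h (adjusted p = 1.00 from limma). RAD52-2 (At5g47870) of Table 5, of a family of DNA repair proteins, had 626 ± 136 and 779 ± 110 at 6 h (log2 change 0.33, SE 0.21) and 584 ± 131 and 916 ± 140.2 at 24 h (log2 change 0.66, SE 0.26). Its interaction was 0.33 (adjusted p = 1.00 from limma). The median log2 change at 6 h was 86.1% of that at 24 h in both Table 3 and Table 4 and 67.1% in Table 5. No member of Tables 3 to 5 had an interaction between 6 and 24 h with an unadjusted p under 0.05. At 1 h the median log2 change was 0.64 in Table 3, 0.19 in Table 4 and 0.02 in Table 5. The calls of At3g61930 at 6 h (log2 changes 1.73 without Fe-sufficient replicate 2, 1.87 without Fe-sufficient replicate 3, 2.00 without Fe-deficient replicate 2 and 1.71 without Fe-deficient replicate 3) and of RAD52-2 at 24 h (log2 changes 0.43 without Fe-sufficient replicate 2 and 0.50 without Fe-deficient replicate 2) depended on single arrays.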

As stated above, genes encoding Fe transporters, transcription factors and Fe-containing proteins were prominent among these up-regulated transcripts. 

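OPT3 (At4g16370), a transporter gene of the phloem, rose from 274 ± 66.1 to 1235 ± 472 at 6 h (SD, n = 3) and from 256 ± 35.7 to 1542 ± 601 at 24 h (SD, n = 2), log2 changes of 2.12 (SE 0.45) and 2.54 (SE 0.55). FRO3 (At1g23020), a ferric reductase gene, rose from 798 ± 32.8 to 2144 ± 783 at 6 h and from 838 ± 179 to 2567 ± 91.4 at 24 h. Its log2 changes were 1.35 (SE 0.46) and 1.63 (SE 0.56). At 1 h OPT3 had a log2 change of 0.46 (SE 0.45) and FRO3 of 0.14 (SE 0.46), and neither interaction between 1 and 6 h was called (adjusted p = 1.00 for both from limma). The call of FRO3 at 24 h (log2 change 1.41 without Fe-sufficient replicate 2) was lost with 1 array fewer, and those of OPT3 were kept (adjusted p = 0.515 at 6 h from limma).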

With regard to metal transporters, the most rapidly responding transcripts were those encoding the Fe uptake transporters (IRT1 and IRT2 [9,32]), the Fe^3+^-chelate reductase FRO3 [33], and the oligopeptide-Fe transporter OPT3 [34]. The transcript abundance of NRAMP4, a vacuolar Fe efflux carrier [35], and of ferroportin, a putative Fe efflux carrier of unknown location [36], was increased at the 24 h time point but not before. Thus, based on the results of the present study, we suggest that the response of *Arabidopsis *to Fe deficiency was to increase and maintain the capacity for Fe uptake in the cytoplasm.

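NRAMP4 (At5g67330) rose from 975 ± 149.5 in Fe-sufficient to 1677 ± 277 in Fe-deficient roots at 6 h (SD, n = 3) and from 1014 ± 55.4 to 1782 ± 380.1 at 24 h (SD, n = 2). The log2 changes were 0.12 (SE 0.21) at 1 h, 0.78 (SE 0.21) at 6 h and 0.80 (SE 0.25) at 24 h. The ferroportin gene At5g26820 had 138 ± 37.1 and 154 ± 16.2 at 6 h and rose from 163 ± 54.9 to 266 ± 25.4 at 24 h, log2 changes of 0.19 (SE 0.24) and 0.74 (SE 0.30). The interaction between 6 and 24 h was 0.02 for NRAMP4 and 0.55 for ferroportin (adjusted p = 1.00 for both from limma). The calls of NRAMP4 at 24 h (log2 change 0.58 without Fe-deficient replicate 2) and of ferroportin at 24 h (log2 changes 0.40 without Fe-sufficient replicate 2 and 0.65 without Fe-deficient replicate 1) depended on single arrays.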

Recently, an investigation of the transcriptional response of *Arabidopsis *roots to abiotic stress, including the response to Fe deficiency, has been performed by Dinneny et al. using a cell sorting approach to increase the resolution of the analysis [37]. Upon reprocessing the microarray data published in that study using the methods and criteria concurrent with our own investigation, it was revealed that the number of transcripts which show a significant change was greater than 3100, in contrast to less than 100 transcripts in the present study. While a considerable overlap was also found between the two studies, the individuals identified by Dinneny et al. [37] generally appeared after a longer exposure to Fe deficiency in the present study. In contrast, the differences in the respective studies can most likely be attributed to the different method of culturing the plants used in the experiments. However, possibly as a result of the high resolution of their systems, the majority of the transcripts identified in the Dinneny et al. [37] study appears to have no clear connection to the known responses to Fe deficiency and may represent, at least partly, biological signals unrelated to the Fe-deficiency response.

### Fe deficiency induces rapid changes in Zn homeostasis

In addition to regulation of Fe transporter abundance under Fe deficiency, transcripts corresponding to Zn transporters were regulated under Fe deficiency. In this case, transcripts for the Zn plasma membrane efflux carrier, MTPc3 [38], and the vacuolar influx carrier, MTPa2 [39], were strongly and rapidly increased, while transcripts for the Zn plasma membrane influx carrier, ZIP3, were decreased. 

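MTPc3 (At3g58060) rose from 89.1 ± 41.1 to 407 ± 188 at 6 h (SD, n = 3) and from 118 ± 18.3 to 815 ± 80.3 at 24 h (SD, n = 2), log2 changes of 2.17 (SE 0.84) and 2.78 (SE 1.02). MTPa2 (At3g58810) rose from 613 ± 112 to 2088 ± 889 at 6 h (log2 change 1.69, SE 0.62) and had 1009.8 ± 287 and 2921 ± 525 at 24 h (log2 change 1.55, SE 0.76). ZIP3 (At2g32270) fell from 8287 ± 1168 to 4943 ± 630.1 at 6 h, a log2 change of -0.74 (SE 0.30). At 24 h MTPa2 did not meet the criterion, though it did with replicate number as a block and in several other settings. The calls of MTPc3 at 6 h (log2 changes 2.05 without Fe-sufficient replicate 2, 1.94 without Fe-sufficient replicate 3 and 1.82 without Fe-deficient replicate 3) and of MTPc3 at 24 h (log2 changes 2.62 without Fe-sufficient replicate 1 and 2.68 without Fe-deficient replicate 1) were lost with 1 array fewer. So were those of MTPa2 at 6 h (log2 change 1.38 without Fe-deficient replicate 3) and of ZIP3 at 6 h (log2 changes -0.64 without Fe-sufficient replicate 2, -0.65 without Fe-deficient replicate 1 and -0.74 without Fe-deficient replicate 2).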

At the 24 h time-point, transcripts for the Zn vacuolar influx carrier, ZIF1 [40], were also increased. 

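ZIF1 (At5g13740) had a transcript abundance of 497 ± 69.8 in Fe-sufficient and 1071 ± 333 in Fe-deficient roots at 24 h (SD, n = 2) and of 500.2 ± 159.8 and 841 ± 232 at 6 h (SD, n = 3). The log2 changes of ZIF1 were 1.08 (SE 0.60) and 0.75 (SE 0.49), neither of which met the criterion. With replicate number as a block ZIF1 met it at both times. The interaction of ZIF1 between 6 and 24 h was 0.32 (adjusted p = 1.00 from limma).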

The effect of Fe deficiency was not restricted to Fe and Zn. 

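COPT2 (At3g46900), a Cu transporter gene of the plasma membrane, rose from 177 ± 172 to 791 ± 368 at 6 h (SD, n = 3), a log2 change of 2.45 (SE 0.66). At 24 h it had 304 ± 195 and 1126 ± 1107 (SD, n = 2; log2 change 1.58, SE 0.81). IREG2 (At5g03570), which carries Ni and Fe into the vacuole, had 980.4 ± 129 and 1323 ± 309 at 6 h and rose from 1159 ± 217 to 2143 ± 79.4 at 24 h, log2 changes of 0.41 (SE 0.32) and 0.90 (SE 0.39). COPT2 was not called at 24 h nor IREG2 at 6 h, and the interaction between the times was -0.88 for COPT2 and 0.49 for IREG2 (adjusted p = 1.00 for both from limma). Leaving out 1 array ended the call of IREG2 at 24 h (log2 changes 0.71 without Fe-sufficient replicate 2, 0.94 without Fe-deficient replicate 1 and 0.86 without Fe-deficient replicate 2).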

A Cu transporter [41] was rapidly increased and the Fe-regulated Ni transport was slowly increased [42]. ZIP3 (At2g32270) has been shown to be a Zn transporter that catalyzed Zn uptake when heterologically expressed in yeast [43]. ZIP3 responded to Zn deficiency [43], but a role for ZIP3 in Fe transport has not been shown.

## Conclusion

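Of the 13 transporter and reductase genes IRT1, IRT2, FRO3, OPT3, NRAMP4, ferroportin, VTL5, MTPc3, MTPa2, ZIP3, ZIF1, COPT2 and IREG2 that were tested as one list, 7 were higher and 2 lower at 6 h and 6 were higher and 2 lower at 24 h. The list was shifted upward at 6 h (adjusted p = 1.6e-10 from camera, and adjusted p = 0.0039 with an estimated correlation) and at 24 h (adjusted p = 8.2e-12, and adjusted p = 0.0039 with an estimated correlation). Adjusted over the list alone, 9 passed at 6 h and 5 at 24 h. IRT1, FRO3, OPT3 and MTPc3 rose at 6 h, and ZIP3 fell. The study had named all of them from these arrays, and they are not independent evidence. Ion fluxes were not measured.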

A summary of the effects of Fe deficiency on ion transport in the cell is presented in Figure 8. Assuming that the regulation of transcript abundance is also reflected in altered ion fluxes in the cell, the response of the cell is to increase cytosolic Fe through increased influx into the cytosol and decreased efflux into the vacuole. On the other hand, rapid regulation of the gene transcripts MTPc3 and MTPa2 indicates changes associated with divalent cation homeostasis and have the effect of decreasing divalent cation influx into and increasing efflux out of the cytosol. The response of the cell to an increase cytosolic Fe concentration under conditions of Fe deficiency could be easily understood, whereas the opposite reaction to a reduction in the cytosolic Zn concentration is more difficult to explain. Perhaps under Fe deficiency the capacity for Zn uptake exceeded the nutritional requirement of the cells, and the cytosolic uptake as well as the efflux capacity was adjusted to establish a new Zn homeostasis. The specificity of the plant metal transporters may be the molecular cause for the deregulation of metal ion homeostasis during Fe deficiency. Recently, it was reported that a correlation between Fe deficiency and increased shoot concentrations of Zn, Mn and Co [44]. Fe-deficient *Arabidopsis *roots accumulated high concentrations of Co, Mn and Zn compared to nutrient sufficient controls [9,10,45]. Thus, a side effect of increasing the Fe uptake capacity is a concomitant uptake other metals via the IRT1 transporter, when the availability of Fe in the media is low.

**Figure 8:**
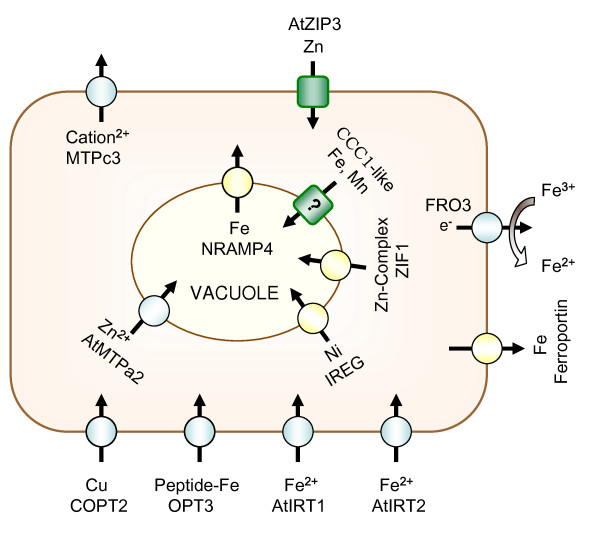
**Summary of the immediate changes in ion transport in response to Fe deficiency**. Squares were used to depict transporters with decreased and circles transporters with increased abundances. Yellow symbols represent changes that were observed only after 24 h of Fe deficiency, whereas the grey symbols were observed at both 6 and 24 h. The genes encoding the proteins shown are: *COPT2 *(At3g46900, [41]), *OPT3 *(At4g16370, [34]), *IRT1 *(At4g19690, [9]), *IRT2 *(At4g19680, [32]), Ferroportin (At5g26820, [36]), *FRO3 *(At1g23020, [33]), *ZIP3 *(At2g32270, [43]), *MTPc3 *(At3g58060, [38]), *MTPa2 *(At3g58810, [39]), *IREG2 *(At5g03570, [42]), *ZIF1 *(At5g13740, [40]), *CCC1*-like (At3g25190 [30] and *NRAMP4 *(At5g67330, [35]). The subcellular localization has been experimentally demonstrated for COPT2, IRT1, MTPa2, IREG2 and NRAMP4. Localization of the other proteins is hypothetical and was assumed according to their predicted function.

The re-supply of Fe to Fe-deficient plants did not in all cases lead to a rapid down-regulation of genes which are highly induced by Fe-deficiency. In some cases, e.g. for bHLH101 and bHlH39 re-induction was observed 2 h after Fe resupply after an initial repression by Fe after 1 h. Such an effect has been previously described for IRT1 and FRO2 and attributed to in the regulation of Fe-responsive genes by both local and systemic signals [46]. Our data demonstrate that this regulation is not restricted to IRT1 and FRO2, but also include genes with regulatory function.

## Methods

### Plant Material and Growth Conditions

*Arabidopsis thaliana *L. cv. Landsberg erecta was grown hydroponically in a growth chamber at a constant relative humidity of 75%, under a 10/14 h light/dark cycle (Osram E40/ES Plantastar, 300 μmol cm^-2 ^s^-1^) at 21°C (day) or 18°C (night). Two to four seeds were sown in 1.5 ml Eppendorf^® ^tubes that were filled with 1 ml of 0.25% agarose. The tip of the tube was cut off with a hot scalpel and the tubes were placed in black-plastic containers in contact with the nutrient solution that was constantly aerated. Each container contained approximately 45 Eppendorf^® ^tubes. At 20 days following sowing, the agarose plug was removed using a gentle stream of water. The nutrient solution was replaced weekly and at 24 h prior to beginning the experiment. The nutrient solution was composed of KNO_3 _(3 mM), MgSO_4 _(0.5 mM), CaCl_2 _(1.5 mM), K_2_SO_4 _(1.5 mM), NaH_2_PO_4 _(1.5 mM), H_3_BO_3 _(25 μM), MnSO_4 _(1 μM), ZnSO_4 _(0.5 μM), (NH_4_)_6_Mo_7_O_24 _(0.05 μM) CuSO_4 _(0.3 μM), Fe-EDTA (40 μM) with pH adjusted to 6.0 with KOH [47].

At 30 days after sowing, the plants were washed briefly in a 0.1 mM EDTA solution and transferred into either Fe-free or Fe-replete (controls) nutrient solutions. Following transfer, the roots were harvested after 0, 0.5, 1, 6 and 24 h into RNALater^® ^(Applied Biosystems). The experiment was initiated 1 h into the light cycle. For each time-point analyzed, approximately 20 plants were harvested. The total processing time was approximately 15 s. To confirm that the plants were responding to Fe deficiency, the Fe^3+^-chelate reductase activity was determined after 24 h Fe deficiency using the method of Moog et al [48]. Only groups of Fe-deficient plants that showed a greater than 80% increase in the Fe^3+^-chelate reductase at 24 h were used for RNA isolation. The data reported are averages taken from three independent experiments.

In the re-feeding experiments shown in Figure 6, 30-day-old plants were washed in 0.1 mM EDTA as described above and transferred for 24 h to Fe-deficient media. Subsequently, samples were taken before transfer (0 h control), following 24 h growth in Fe-deficient media (24 h -Fe) and following resupply of Fe at 0, 1, 2 and 4 h. Control plants were treated similarly but were grown in the presence of Fe.

### RNA Preparation and DNA-Microarray Hybridization

Total RNA was extracted from roots (RNeasy^® ^Midi Kit, Qiagen). The microarray analysis was performed using the Affymetrix ATH1 *Arabidopsis *GeneChip. The quality control of RNA, preparation of cRNA and hybridization of oligonucleotide chips was performed by the Affymetrix Gene Expression Service Lab. at the IPMB, Academia Sinica .

### Preprocessing and Statistical Analysis

Preprocessing and statistical analysis of data was performed using the Bioconductor packages AffylmGUI and Limma ([49]). Arrays were normalized using the Robust Probe-level Linear Model (PLM) provided in the AffylmGUI package using the default parameters. Over- and under-represented gene ontogeny categories (GO) were determined using the program BiNGO 2.3 with Cytoscape 2.6 ([50]) and the website Amigo . The correction for false discovery rates was determined with Bingo software using the method of Benjamini and Hochberg [51]. Cluster analysis was performed using the k-means methods with the algorithm of Hartigan and Wong [29]. The cluster stability was determined using the "benhur" function found in the clusterStab program of Bioconductor .

All microarray data from this study have been deposited in NCBI Gene Expression Omnibus (accession number GSE15189).

### Semi-Quanitative RT-PCR

cDNA was synthesized from one μg total RNA using an oligo-dT primer. The abundance of cDNA was standardized to the abundance of ubiquitin 10. The amount of cDNA was visualized by ethidium bromide staining following agrarose gel electrophoretic separation. The PCR primers for the genes tested were: AA-Transporter (At5g38820) fwd: ctacgcagctcatctcatgc, rev: cgattgcattggagaaaacc, bHLH039 (At3g56980) fwd: gctttggtgtttctgtttcg, rev: tcacttcgttgtcaccaagc, bHLH101 (At5g04150) fwd: ccgccgtagaaaacttaacg, rev: gacgtagcaatctggacagc, cation flux (At3g58060) fwd: ttcgtcaaacgatcatgagg, rev: tcttgtgcagctctctcagc, CYP71B5 (At3g53280) fwd: agaattggcgagagatgagg, rev: tggaaaaggctttcatcacc, FRO2 (At1g01580) fwd: cctaaatcagctgccgcacatgacg, rev: gttcacaaacattatgctcgtcgggc, IRT1 (At4g19690) fwd: ccccatggtcatggtcatgg, rev: attccaccgcacccgagaag, kelch-repeat (At3g07720) fwd: taatttgcagcagagcaacg, rev: ttgagctcctggtgagtcg, Myb10 (At3g12820) fwd: caaaattggcgatctcttcc, rev: tttccccaaactcctcttcc, Myb72 (At1g56160) fwd: gaaaggaagagcaccatgc, rev: tttcccacatctcaacaatcc, OPT3 (At4g16370) fwd: ggaatgctctttgcttttgc, rev: gggctattagggtggtctcc, ubiqutin (At4g05320) fwd: ggaaaacaattggaggatgg, rev: ttagaaaccaccacgaagacg, unknown (At1g47400) fwd: gtcttttgtcgcaaacttgg, rev: taggaaacaatcacgcagca, unknown (At5g55620) fwd: ccaaatgttcggctactcg, rev: ttgatatgcatgtggagagc, unknown (At5g67370), fwd: ggtttgacccacatttgtcc, rev: tgagtttctcgggtcaaagc, Zn binding (At1g74770) fwd: atgtttgcagggaaaagtgc, rev: gtaggagccacaggttgtgc

### Real-time RT PCR

Total RNA was isolated from roots of 20 plants with RNeasy Plant Mini Kit (Qiagen) according to the manufacturer's instructions. Nucleic acid quantity was evaluated by using a NanoDrop ND-1000 UV-Vis Spectrophotometer (NanoDrop Technologies, Wilmington, USA). One μg of total DNase-treated RNA (Turbo DNase, Ambion) was reverse-transcribed using Superscript III Reverse Transcriptase (Invitrogen) with oligo dT primers in a total volume of 20 μL. Real-time quantitative PCR was performed using double-stranded DNA binding dye Syber Green PCR Master mix (Applied Biosystems) in an ABI GeneAmp 7000 Sequence Detection System. Each reaction was run in a triplicate and the melting curves were constructed using Dissociation Curves Software (Applied Biosystems), to ensure that only a single product is amplified. Validation experiments were performed to test the efficiency of the target amplification and the efficiency of the reference amplification. Duplicate C_T _values were analysed with Microsoft Excel using the comparative C_T_(ΔC_T_) method as described by the manufacturer (Applied Biosystems). The amount of target (2^-ΔΔC^_T_) was obtained by normalizing to an endogenous reference (α-tubulin, At5g19770) and relative to a calibrator (control tissue). The PCR primers for the genes tested were: FRO3 (At1G23020) fwd: ccatcactcctcaatcacttcca, rev: tccagccttgcttgccata, IRT1 (At4g19690) fwd: caccattcggaatagcgttagg, rev: ccagcggagcatgcattta, IRT2 (At4g19680) fwd: cgtatctccggcgatctca, rev: tgatgcacgggttatcaaagc, MYB72 (At1G56165) fwd: cgagaggtaaccaaatcgcaat, rev: tcttcaaatccgcatgggata, At3G12900 fwd: ccagcctctctctgagcgaat, rev: ctgggtagcctcacacgtaagg, At1G47400 fwd: ggcatatagtgagaatggtggtgat, rev: tcacgcagcaggagcataat

## Authors' contributions

TJB led the experimental design of the present study, carried out the data analysis and drafted the manuscript. TJWY contributed to the design of the study, prepared RNA samples, conducted experiments to validate the microarray data, and was involved in editing of the manuscript. WS participated in the data analysis, strategic planning of the work, and writing of the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

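Transcript abundance was measured in roots of Arabidopsis (Landsberg erecta) grown with Fe or without Fe and harvested at 0, 1, 6 and 24 h on 22 Affymetrix ATH1 arrays, 3 for each medium at 0, 1 and 6 h and 2 at 24 h. The arrays are called biological replicates in their labels. The harvest at 0.5 h was not analysed here.

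The authors deposited 1 linear intensity per probe set and array. The mean intensity after removal of the lowest and highest 2% of the probe sets lay between 500.04 and 500.05 on every array, so that the arrays had been scaled to a common trimmed mean before they were deposited. The methods of the study name a probe-level linear model in AffylmGUI, which gives log2 values. The deposited intensities are linear, hold 2 values of exactly 0 and differ in their quantiles between arrays, and the program that made them is not named with them. Whether the scaling is the only centring they have had is not known. No detection calls were used. The share of probe sets under an intensity of 32 was 20.1% to 25.7% per array. The median intensity per array lay between 181.1 and 210.3, a range of 0.215 in log2. The mean of the median log2 values was 7.60, 7.56, 7.63 and 7.62 for the Fe-sufficient groups of 0, 1, 6 and 24 h and 7.61, 7.57, 7.60 and 7.62 for the Fe-deficient ones.

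Of 22810 probe sets, 64 controls were left out and 22746 were tested. A gene symbol was found for 13513 probe sets and several symbols for 503, of which 501 were not named. In all, 13436 were named through the annotation of the array, 40 through the tables of the study, and 9270 were not named. Members of gene lists called measured are those with a named probe set. Members among the unnamed probe sets were not analysed here. Loci and symbols were taken from the TAIR10.1 gene annotation, which was used for names alone.

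Values were transformed to log2 of the deposited intensity plus 1 and fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts, eBayes with default settings) as 8 groups without a block, with 14 residual and 1.81 prior degrees of freedom. Contrasts were Fe-deficient minus Fe-sufficient at each of the 4 times, an F-test over the 4, the interactions of 1 with 6 h and of 6 with 24 h, and each later time against 0 h in Fe-sufficient roots. The criterion of the study, an unadjusted p under 0.05 and a change above 1.5-fold, was the main rule, with the Benjamini-Hochberg adjusted p beside it. Overlaps of calls were tested with the hypergeometric test. The k-means clustering used the 4 log2 changes of every probe set, 6 centres and 50 random starts with a fixed seed, and the 200 probe sets of smallest p in the F-test were counted per cluster. Shifts of gene lists were tested with camera at a preset correlation of 0.01, adjusted over lists and times, with an estimated correlation and fry beside it, for lists of 3 or more members. Enrichment was tested with Fisher's exact test, one-sided, against 13476 named probe sets.

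There were 20 gene lists: Fe acquisition, Fe-deficiency regulators and distribution, Fe storage, Zn transport, Cu transport, nicotianamine synthesis and Fe chelate transport, Fe-containing proteins, phenylpropanoid and coumarin synthesis, photosynthesis, circadian clock, touch and wound response, ethylene, root hairs, endodermis, xylem, phloem, hypoxia, the genes of the real-time and of the semi-quantitative RT-PCR, and the transporters of Figure 8. The genes named in the text are the 10 with the largest increase and the 10 with the largest decrease at 6 h and at 24 h among those passing an adjusted p, filled up by the criterion of the study in order of p, the 5 of smallest p at 0 h and at 1 h, every gene the paper names in its text, Tables 2 to 5 or Figures 6 to 8, and up to 4 passing members of each list. The p-values of Tables 2 to 5 had been seen when this rule was written.

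The replicate numbers were checked by the correlation of deviations from the group means. Arrays of the same number in the 2 media correlated by 0.41, 0.21 and 0.24 at 0 h, 0.45, 0.18 and 0.24 at 1 h and 0.40, 0.20 and 0.12 at 6 h, each above 0.1, and arrays of different numbers by -0.30 to 0.10, so that the numbers were taken to pair the arrays at these times. At 24 h arrays of the same number correlated by -0.41 and arrays of different numbers by 0.41. The pairing rests on the data and the labels.

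The model was tested on simulated data, drawn with the mean and residual SD of each of the 22746 probe sets, in which 200 probe sets had a known change. At 6 h the criterion called 20 of 37 changes of 1.5-fold, 27 of 30 of 2-fold and 38 of 39 of 4-fold above the median intensity, and 14 of 30, 13 of 37 and 20 of 27 below it. At 24 h it called 7 of 30, 33 of 36 and 31 of 31 above the median intensity and 5 of 37, 11 of 31 and 24 of 35 below it. Of the unchanged probe sets 3.61% and 3.92% were called, more than the 2.13% and 1.47% of all probe sets called in the real arrays. The simulated arrays lacked the replicate structure of the real ones, so these rates cannot be carried over to them. By adjusted p, 33 of 39 changes of 4-fold above the median intensity were recovered at 6 h and 24 of 31 at 24 h.

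Alternatives tried were separate models per time, replicate number as a block over all arrays or within each time, quantile normalisation, subtraction of array medians, a variance trend with robust fitting, array weights, leaving out the lowest quartile or all probe sets below the median intensity, leaving out shared probe sets, a pseudocount of 16, a floor of 32, a fold of 2, 5 or 7 cluster centres, other rankings and another k-means algorithm, other set tests, and leaving out each array in turn. With 1 array left at 24 h the lone array was taken to vary like those of the other groups. GO categories of the study were not used here, and the RT-PCR data were not analysed here.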

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

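Chosen only after the result was seen were the interaction tests of gene lists, the test of dim probe sets at 0 h, the test of time of day, the tests of single arrays for GAPA, PSBW and LHCB2.2 and the 16 splits that exchange media between arrays of the same number.

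The change with Fe deficiency differed between 6 and 1 h for 5 lists, by a camera test of the interaction adjusted over 20 tests. The Fe-deficiency regulators, among them bHLH039, ORG1 and OPT3, had a median difference of 0.67 (adjusted p = 2.7e-11, and adjusted p = 0.0185 with an estimated correlation). Fe acquisition, with IRT1 and MTPa2, had 0.73 (adjusted p = 7.4e-05, and adjusted p = 0.241 with an estimated correlation), and Fe storage, with FER1 and VTL1, had -0.92 (adjusted p = 0.0014, and adjusted p = 0.113 with an estimated correlation). The genes of the semi-quantitative RT-PCR had 1.62 (adjusted p = 7.6e-06, and adjusted p = 0.191 with an estimated correlation) and the transporters of Figure 8 had 0.66 (adjusted p = 7.4e-05, and adjusted p = 0.113 with an estimated correlation). Only the regulators held with the estimated correlation. Many members of these lists were named by the study from these arrays and are not independent evidence.

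For photosynthesis, with GAPA and PSBW, the change differed between 24 and 6 h by a median of -1.18 (adjusted p = 0.0141, and adjusted p = 0.113 with an estimated correlation).

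The next 4 lie outside the genes that the paper discusses and had an adjusted p under 0.05. Of these scpl38 differed between media at 1 h by -2.93 in log2 (adjusted p = 0.0306 from limma) and between 1 and 0 h in Fe-sufficient roots by 2.66, from 2.13 to 20.3 (adjusted p = 0.0495 from limma). A probe set without a gene name was lower under Fe deficiency at 6 h by -2.86, 31.5 ± 9.04 against 3.57 ± 1.78 (adjusted p = 0.0473 from limma). Another probe set without a gene name differed between 1 and 0 h in Fe-sufficient roots by -2.91, from 10.3 to 0.433 (adjusted p = 0.0495 from limma). These 3 lay far below the median intensity. At1g53035 was brighter and was higher at 6 h than at 0 h in Fe-sufficient roots by 1.305 (SE 0.18), from 284 to 707 (adjusted p = 0.0448 from limma).

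How often other splits of the same arrays gave a result as large was counted for each result. At 0, 1 and 6 h 3 arrays against 3 make 10 splits, too few for a share under 0.05. At 0 h 465 calls were reached by 8 of 10 splits (highest other 1267), at 1 h 425 calls by 9 (highest other 1644) and at 6 h 484 calls by 8 (highest other 1146). Splits with more than 2 times the true count point to a structure of the samples. Among the 4 splits that part all replicate pairs, the highest other was 522 at 0 h, 611 at 1 h and 556 at 6 h. For adjusted p, 10, 3 and 2 of the 10 splits reached the counts of 0, 1 and 2 (highest other 2, 1 and 2). For the list statistics at 6 h the true split was the 1 of 10 with the largest value, 8.34 against 5.80 for Fe acquisition, 10.4 against 5.51 for the regulators and 5.17 against 3.14 for Fe storage. For the time effect in Fe-sufficient roots 1 of 10 splits reached the 2 calls at 1 h (highest other 1) and 2 of 10 the 1 call at 6 h (highest other 1). With 100 splits, the true one included, chance was not excluded for the F-test (1 call, reached by 33, highest other 6) or for the calls shared by 6 and 24 h (43, reached by 11, highest other 426). Among 16 splits that exchange media between arrays of the same number the true one shared the most, and the next highest was 33. At 24 h the exchange put correlated arrays into 1 group, so these splits do not keep the pairing there and do not exclude chance. For the interaction of 1 with 6 h the count was 0, which every one of 100 splits reaches (highest other 20), so the comparison tells nothing, and the same holds for the adjusted count at 0 h.

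At 0 h many probe sets met the criterion although Fe had only just been removed. Of the calls at 0 h, 94.8% lay below the median intensity, so noise of dim probe sets is a possible explanation for most of them. As a set the calls did not mostly keep their direction. Of them, 50.3% (45.7 to 55.0%) had the same direction at 1 h, where an Fe response that lasts to 1 h had been asked to give more than 60%. The bound set for ruling such a response out was 50%, which the share missed narrowly. The interval excludes 60% but is too narrow because probe sets are not independent. Since most calls were dim, a lasting response in the brighter ones could hardly have moved the share. The test therefore cannot decide for those. What the remaining calls above the median intensity reflect stays open.

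Of 7 measured transcripts of photosynthesis, 2, those of GAPA and PSBW, were lower by the criterion in Fe-deficient roots at 24 h, and LHCB2.2 (-2.01, SE 1.45) did not meet it. A single array as the source is argued against for GAPA, whose highest log2 change without any 1 array was -1.21 (SE 0.45), still a call. For PSBW and LHCB2.2 a single array and an effect of Fe supply cannot be told apart, since the highest was -1.10 for PSBW without Fe-deficient replicate 2, where the smaller change and an SE of 0.63 in place of 0.51 ended its call (-1.49 with all arrays), and the SE of LHCB2.2 was about 1.84. Whether green shoot tissue in the Fe-sufficient samples lies behind this cannot be told. The other 4 genes (RCA, LHCB4.1, SBPASE and PRK) had a median of -0.24. That lay above the bound of -0.58 by more than the spread set for it (0.5 times their interquartile range, 0.244), which met the prediction against it. But their SE was 0.42 to 1.02, only 2 of the 4 lay over an intensity of 32, and PRK had -1.20. In Fe-sufficient roots the median of all 7 at 24 h against 0 h was 0.66, with 1 higher and 0 lower by the criterion. An effect of Fe supply was not tested.

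Of the 4 measured transcripts of the touch and wound list, 3 were lower by the criterion in Fe-sufficient roots at 6 and 24 h than at 0 h. Time of day is argued against, since 0 and 24 h were both 1 h into the light and the median at 24 h was -1.23 (0.5 times the interquartile range was 0.0793). Handling before the 0 h harvest could lie behind it, but the highest of the 6 medians against 0 h over both media was -0.29, at 1 h in Fe-sufficient roots, short of the -0.58 asked for, and none lay above 0. Handling and a slow drift of the roots after the transfer cannot be told apart, because no undisturbed plants were among the arrays.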

How the results depend on the processing

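Chosen after results had been seen were the exchanged numbers of the Fe-sufficient 24 h arrays, leaving out replicate 1 of every group, k-means with dim probe sets left out or at a floor of 32, every alternative for the time effect in Fe-sufficient roots, the block and single arrays left out for Tables 2 to 5, and the alternatives for enrichment, names from the array annotation alone among them.

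The counts of calls depended on dim probe sets. With the lowest quartile of intensity left out, 163, 152, 193 and 125 probe sets met the criterion at 0, 1, 6 and 24 h. With all probe sets below the median intensity left out and the model fitted anew these were 26, 32, 70 and 56, of which 27 were shared by 6 and 24 h. With a floor of 32 they were 145, 124, 183 and 123. Array weights gave 1089 at 1 h, and a separate model per time gave 734 at 24 h. Without replicate 1 of every group the counts were 944 at 1 h and 1860 at 24 h, with 91 shared by 6 and 24 h.

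By adjusted p, the 1 call at 1 h became 0 with separate models, the block, the block within time, array medians subtracted, variance trend, lowest quartile or all below the median intensity left out, pseudocount 16, floor of 32, exchanged 24 h numbers or no replicate 1. The 2 calls at 6 h became 0 with separate models, the block within time or no replicate 1, 1 with the block, quantile normalisation, array medians subtracted, variance trend, lowest quartile or all below the median intensity left out, pseudocount 16 or exchanged 24 h numbers, and 4 with the floor of 32. Array weights gave 1 higher and 2 lower at 6 h. At 24 h there were 3 with the floor and 96 without replicate 1. Adjusted lists shared 0 probe sets between 6 and 24 h. The F-test, with 1 call, gave 0 with either block, 2 with array weights, 6 with the floor and 18 without replicate 1. For the interactions, the floor gave 1 for 1 with 6 h and 3 for 6 with 24 h, and leaving out replicate 1 gave 29 for the latter.

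For the time effect in Fe-sufficient roots, the 2 calls at 1 h became 0 with the block or the floor and 1 with quantile normalisation or without the probe sets below the median intensity. The 1 call at 6 h became 4 with the block, 0 with quantile normalisation, 42 without the probe sets below the median intensity and 8 with the floor, and the 0 calls at 24 h became 1 with the floor. By adjusted p over all probe sets, 0 of Table 2, 0 of Table 4 and 0 of Table 5 passed at 6 or 24 h in limma, and of Table 3 only 1 at 6 h and 0 at 24 h.

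The over-representation of cluster 1 was 1.81 with 5 centres and 6.76 with the ranking by p at 24 h, and that of cluster 6 was 28.9 without the probe sets below the median intensity. With an estimated correlation and with fry, the list calls were lost of Fe acquisition at 1 h (adjusted p = 0.437 and 0.600), of the real-time RT-PCR genes at 1 h (0.184 and 0.298), of the semi-quantitative RT-PCR genes at 1 h (0.437 and 0.600) and of phenylpropanoid and coumarin synthesis at 6 h (0.104 and 0.214) and 24 h (0.0528 and 0.202).

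With replicate number as a block, which follows the pairing of the arrays at 0, 1 and 6 h and goes against it at 24 h, 566, 523, 594 and 402 probe sets met the criterion at 0, 1, 6 and 24 h, and within time 580, 603, 654 and 440. The block moved Zn transport at 6 h from 0.127 to an adjusted p of 0.0440 and called At5g19700, ZIF1, IRT2, MYB72 and GLP5 at 6 h and At5g19700, ZIF1, IRT2, MTPa2, At3g61930, At3g59930, At1g50060, At1g14190 and the dimmer BTSL1 probe set at 24 h. It changed no other call of a named gene. With the Fe-sufficient numbers of 24 h exchanged the counts were 619, 590, 663 and 432.

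With each array left out in turn, the calls ranged from 473 to 625 at 0 h, from 355 to 802 at 1 h (802 without Fe-sufficient replicate 1), from 480 to 643 at 6 h and from 289 to 536 at 24 h (536 without Fe-deficient replicate 1), and the calls shared by 6 and 24 h from 27 to 49 (27 without Fe-sufficient replicate 2 of 24 h). By adjusted p, the 0 calls at 0 h became 1 without Fe-sufficient replicate 1 or any 1 Fe-deficient replicate, and the 1 call at 1 h became 0 without replicate 2 or 3 of either medium. At 6 h the 2 calls became 1 without Fe-sufficient replicate 1 or Fe-deficient replicate 2 and 0 without any of the other arrays of that time. The F-test had 2 calls without Fe-sufficient replicate 1 of 1 h, 3 without Fe-deficient replicate 3 of 1 h, 1 without Fe-deficient replicate 3 of 0 h, Fe-sufficient replicate 1 of 6 h or Fe-sufficient replicate 2 of 24 h, and 0 without any of the others. For the time effect in Fe-sufficient roots, the 2 calls at 1 h became 1 without replicate 1 of 0 h and 0 without replicate 2 or 3 of 0 or 1 h, and the 1 call at 6 h became 9 without replicate 2 of 0 h and 0 without any array of 6 h.

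In Table 2 between 5 (without Fe-deficient replicate 3) and 10 passed at 6 h and between 5 (without Fe-sufficient replicate 1) and 9 at 24 h. In Table 3 between 11 and 21 passed at 6 h (12 without Fe-sufficient replicate 2, 13 without Fe-sufficient replicate 3 and 11 without Fe-deficient replicate 3) and between 10 and 14 at 24 h (10 without Fe-sufficient replicate 2 and 11 without Fe-deficient replicate 1). In Table 4 at 24 h 8 passed without Fe-sufficient replicate 1 or Fe-deficient replicate 2, 7 without Fe-sufficient replicate 2 and 6 without Fe-deficient replicate 1. In Table 5 between 1 and 4 passed at 6 h (4 without Fe-sufficient replicate 1, 3 without Fe-deficient replicate 1 and 2 without replicate 3 of either medium) and between 2 and 5 at 24 h (3 without Fe-sufficient replicate 2 and 2 without Fe-deficient replicate 1). Cluster 1 was over-represented 2.09 times without Fe-sufficient and 5.56 times without Fe-deficient replicate 1 of 24 h. Cluster 6 was over-represented 1.90 times without Fe-sufficient replicate 1 of 1 h, 2.18 times without Fe-sufficient replicate 2 of 6 h and at most 5.27 times.

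Small changes turned in sign when single arrays were left out. The ranges at 6 h were -0.10 to 0.60 for BEN1, -0.0526 to 0.32 for ferroportin, -0.0421 to 0.23 for At3g59930, -0.15 to 0.28 for At1g50060, -1.01 to 0.61 for LHCB2.2 and -0.60 to 0.0487 for PSBW, and at 24 h -0.28 to 0.32 for PIRL8 and -0.95 to 0.26 for MEE3. With the floor LHCB2.2 had 0.24 at 6 h. Without replicate 1 of every group, BGLU42 had -0.20, COPT2 -0.36 and MEE3 0.0863 at 24 h, and GAPA had 0.0422, At1g50060 -0.22, LHCB2.2 0.73 and PSBW 0.12 at 6 h, where BGLU42 at 24 h was the only one of these that had met the criterion. Of all values of named genes with arrays left out (each in turn, or replicate 1 of every group), 755 kept their status as called or not called, 174 lost a call, 32 gained it and 18 changed sign. With the other settings 1857 kept their status as called or not called, 46 lost a call, 101 gained it and 1 changed sign.

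The cause was not tested for any of these shifts. No alternative removes the limit that low signal sets, since between 20.1% and 25.7% of the probe sets on an array lay under an intensity of 32, where background and transcript are hard to separate.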

Differences from the paper's values

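No test in this part was chosen after the result was seen, apart from the settings named as such.

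At the thresholds of the paper, an unadjusted p under 0.05 and a change above 1.5-fold, the paper gives 22 changed probe sets at 0 h, 36 at 1 h, 60 at 6 h and 79 at 24 h, and the counts here were 465, 425, 484 and 334. The measures of expression were unlike. The methods of the study name a probe-level linear model, and the counts here rest on the deposited linear intensities. Of the alternatives set before the data were examined, leaving out the probe sets below the median intensity brought all 4 within 1.5 times the paper's (26, 32, 70 and 56), and no other did so at any time. The paper's share of changed transcripts at 24 h is 0.3%, against 1.47% here. Leaving out the probe sets below the median intensity, set before the data were examined, gave 0.492% of those kept and 0.246% of all, the latter within 1.5 times of the paper's, and no other alternative came within 1.5 times of it over either total.

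The paper gives 50% as the share of 24 h transcripts already changed at 6 h, against 12.9% here, and 40 transcripts changed at 24 h alone, against 291 not called in the same direction at 6 h, of which 276 were not called there at all. Leaving out the probe sets below the median intensity gave 48.2% and 29, and none of the other alternatives set before the data were examined came within 1.5 times of either. Fig. 1 shows about 31 probe sets higher at both times, read by eye, against 30 here. It was 20 with the probe sets below the median intensity left out and 50 without replicate 1 of every group (chosen after seeing the values, dropping 0 probe sets), both more than 1.5 times apart. The figure shows about 8 lower at both, read by eye, against 13. The number lower was 11 with a variance trend and robust fitting, 10 without the lowest quartile, 7 above the median intensity, 10 with a pseudocount of 16 and 8 with a floor of 32, all set before the data were examined, and stayed apart with separate models, either block, quantile normalisation, array medians subtracted, array weights and shared probe sets left out.

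In the paper cluster 1 was over-represented 9-fold among the top 200, against 3.29-fold here. The inputs were unlike. The paper clustered its transcript abundance data and does not state which statistic ranked its 200. Here the log2 changes of the deposited intensities were clustered, and the F-test of the same changes ranked the 200. Ranking by p at 24 h, set before the data were examined, gave 6.76, and the other settings stayed apart. In the paper cluster 6, its cluster of rising transcripts, was over-represented more than 60-fold. Cluster 6 here, the one with the highest centroid at 24 h, was over-represented 3.60-fold but held 0 of the 67 probe sets of Tables 2 to 5. Cluster 5, which held those of Tables 3 and 4, was over-represented 4.40-fold. For cluster 6 no setting came within 1.5 times of 60. The nearest, 28.9, left out the probe sets below the median intensity, and for clusters that setting was chosen after seeing the values and drops 22 of the 67 probe sets of Tables 2 to 5. The same setting, chosen after seeing the values and dropping the same 22, gave a cluster 6 of 59 probe sets, where Fig. 2 shows about 73, read by eye, and the size was 1294 here.

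The paper places the transcripts that rise with Fe deficiency in cluster 6. Here all 24 probe sets of Table 3, all 16 of Table 4 and 7 of 11 of Table 5 fell in cluster 5 and 0 in cluster 6, and of Table 2 11 of 16 fell in cluster 1. With a floor of 32, chosen after seeing the values and dropping 0 of the 67, all 24, 16 and 11 of Tables 3 to 5 fell in cluster 6 and 13 of 16 of Table 2 in cluster 1, with 1473 probe sets in cluster 6. With the probe sets below the median intensity left out, chosen after seeing the values and dropping 22 of the 67, the remaining 14 of Table 3 and 11 of Table 4 fell in cluster 6, but only 1 of 8 of Table 5. The paper finds the calls of 0 and 1 h limited to a single time with 1 exception. Here 14 were shared by 0 and 1 h, 17 by 0 and 6 h, 22 by 0 and 24 h, 15 by 1 and 6 h and 16 by 1 and 24 h.

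The paper describes NRAMP4 as raised at 24 h and not before, and here it met the criterion at 6 h as well. It describes the slower group as mostly not significant at 6 h. Here 11 of 16 probe sets of Table 4 had an unadjusted p under 0.05 at 6 h, and 4 of 11 of Table 5.

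Of the transcripts the paper lists as changed, 13 met the criterion at neither 6 nor 24 h. The footnotes of Tables 2 to 5 name a p under 0.05 and no fold change, so the criterion here was stricter. At an unadjusted p under 0.05 alone (limma), GLB3 and At1g68650 passed at both times. PFK1 then passed at 24 h, and At2g29995 and PIRL8 at 6 h. GLB3, in Table 2, had -0.38 and -0.53 in log2 at 6 and 24 h, each with an unadjusted p under 0.05 and a change under 1.5-fold, and met the criterion at 24 h without Fe-sufficient or without Fe-deficient replicate 2. At1g68650 did so in the same way and also with quantile normalisation or array medians subtracted. At1g50060 met it at 24 h with separate models, the block, quantile normalisation, array medians subtracted, variance trend, array weights, either intensity filter, the pseudocount, the floor and exchanged 24 h numbers (chosen after seeing the values, dropping 0 probe sets), LHCB2.2 with separate models and the floor, and At3g59930 with either block, quantile normalisation and the exchanged numbers.

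IRT2 was higher by 1.92 and 2.43 without meeting the criterion, and met it at both times with separate models, either block, array weights, pseudocount 16, the floor, the exchanged numbers and without replicate 1 of every group (both chosen after seeing the values, dropping 0 probe sets), and at 6 h with quantile normalisation and without Fe-deficient replicate 1. ZIF1 met it at both times with either block and the exchanged numbers, and at 24 h with separate models and array weights. At5g19700 met it at both times with the block and the exchanged numbers and at 6 h with the block within time and array weights. Of Table 5, PFK1 met it at 24 h without Fe-sufficient replicate 1 or Fe-deficient replicate 2, At2g29995 at 6 h without Fe-sufficient replicate 1 or without replicate 1 of every group, At2g15830 at 6 h without Fe-deficient replicate 1, PIRL8 at 6 h without Fe-sufficient or Fe-deficient replicate 3, and BEN1 under no setting.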

Other observations

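All tests of this part over time in Fe-sufficient roots were planned, and their alternatives were chosen only after the result was seen.

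The roots with Fe also differed over time. Against 0 h, 285 probe sets were higher and 390 lower at 1 h by the criterion, 594 and 450 at 6 h and 223 and 427 at 24 h, and by adjusted p 2, 1 and 0 passed. The numbers with an unadjusted p under 0.05 were 995, 1395 and 815. PRN, a pirin gene, had a log2 change of 1.39 at 1 h (SE 0.22), ATG8D, of autophagy, 0.89 (SE 0.16) and PDF2.1, a defensin gene, 3.42 (SE 0.63) at 6 h. At4g29780 had -3.51 (SE 0.59) at 6 h, At4g27652 had -1.92, -2.05 and -1.98 at 1, 6 and 24 h and GRX480, a glutaredoxin gene, had -1.83 at 24 h. All of these met the criterion, and the 3 times share the arrays of 0 h. The median of Fe acquisition against 0 h was -0.68, -0.51 and 0.17 in Fe-sufficient roots at 1, 6 and 24 h and 0.22, 1.42 and 2.21 in Fe-deficient roots against their own 0 h.

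Of 16 touch and wound genes 4 were measured. ZAT10 fell in Fe-sufficient roots from 3652 at 0 h to 1227 at 6 h and 1384 at 24 h, WRKY53 from 1871 to 949 and 933 and CML37 from 308 to 133 and 138. CML38 had 638, 441 and 225 and did not meet the criterion. Between media the list was not shifted at 0, 6 or 24 h (adjusted p = 0.517, 0.309 and 0.344 from camera).

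Several lists had too few members that could be named on the array for a test. Of the clock genes only GI could be named (log2 changes with Fe deficiency of -0.04, -0.14 and 0.02 at 1, 6 and 24 h). Of ethylene it was only EIN3 (0.12, 0.12 and 0.10), and of hypoxia only LDH (-0.32, -0.38 and -0.42). Of root hairs EXPA7 (0.22, -0.10 and -0.09) and EXPA18 (0.27, -0.26 and -0.22) could be named. None of these met the criterion. Of Cu transport the chaperone gene CCS had -0.46 at 6 h and 0.13 at 24 h. Of Fe-containing proteins only GLB3 could be named, and of endodermis, xylem and phloem 0 members could be named. Members without a name may still be on the array and were not analysed here.

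Of 13 phenylpropanoid and coumarin genes 5 were measured. HCT had 0.12, 0.26 and 0.46 at 1, 6 and 24 h, COSY 0.18, 0.35 and 0.40, F6'H1 -0.03, 0.05 and 0.17 and F6'H2 -0.44, -0.04 and -0.15, none of which met the criterion, and S8H was the member that did at 6 and 24 h. The list was shifted upward at 6 h (adjusted p = 0.0179 from camera) and at 24 h (adjusted p = 0.00517 from camera), but with an estimated correlation both shifts were lost (adjusted p = 0.104 and 0.0528), and of the 5 only S8H met the criterion. Of the 11 genes of the semi-quantitative RT-PCR 9 were measured, and 9 were higher at 6 h (adjusted p = 2.5e-18 from camera, and adjusted p = 0.0060 with an estimated correlation) and 8 at 24 h (adjusted p = 2.2e-21, and adjusted p = 0.0039 with an estimated correlation). The study chose the 9 from Table 3, which was selected on these arrays, so that this is not independent evidence. In its RT-PCR at 24 h the paper describes OPT3 and CGLD27 as weak and not consistently clear, and IRT1 as strongly raised. On the arrays at 24 h OPT3 (2.54) and CGLD27 (2.60) met the criterion and IRT1 (1.57) did not. The call of CGLD27 at 24 h was lost without Fe-sufficient replicate 2 or either Fe-deficient replicate.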
